# Identification and characterization of microRNAs in the intestinal tissues of sheep (*Ovis aries*)

**DOI:** 10.1371/journal.pone.0193371

**Published:** 2018-02-28

**Authors:** Lei Hou, Zhibin Ji, Guizhi Wang, Jin Wang, Tianle Chao, Jianmin Wang

## Abstract

Sheep are small ruminants, and their long intestines exhibit high digestive and absorptive capacity in many different rearing conditions; however, the genetic bases of this characteristic remains unclear. MicroRNAs (miRNAs) play a major role in maintaining both intestinal morphological structure as well as in regulating the physiological functions of this organ. However, no study has reported on the miRNA expression profile in the intestinal tissues of sheep. Here, we analyzed and identified the miRNA expression profile of three different intestinal tissues (i.e., duodenum, cecum, and colon) of sheep (*Ovis aries*) using high-throughput sequencing and bioinformatic methods. In total, 106 known miRNAs were identified, 458 conserved miRNAs were detected, 192 unannotated novel miRNAs were predicted, and 195 differentially expressed miRNAs were found between the different tissues. Additionally, 3,437 candidate target genes were predicted, and 17 non-redundant significantly enriched GO terms were identified using enrichment analysis. A total of 99 candidate target genes were found to significantly enriched in 4 KEGG biological pathways. A combined regulatory network was constructed based on 92 metabolism-related candidate target genes and 65 differentially expressed miRNAs, among which 7 miRNAs were identified as hub miRNAs. Via these mechanisms, miRNAs may play a role in maintaining intestinal homeostasis and metabolism. This study helps to further explain the mechanisms that underlie differences in tissue morphology and function in three intestinal segments of sheep.

## Introduction

Ruminants have a unique digestive system compared with monogastric animals. Specifically, the gastrointestinal tract of ruminants harbors a large number of microflora that can transform and utilize dietary crude fiber [1]. Conventional research has primarily focused on the complex forestomach of ruminants, while there are few studies on the function of the small and large intestines [2]. Sheep are small ruminants whose small intestine is long and thin, being 27-fold longer than the body of the animal. The volume of the small intestine constitutes 22% of the total volume of the digestive tract and contains the most digestive enzymes in sheep. The duodenum is the most proximal segment and is characterized by the densest villi, the largest diameter, and the deepest position in the small intestine. The duodenum receives pancreatic juice from the pancreas and bile from the liver, aiding the intestines in the digestion of starch, fat, and protein. Following the rumen, the cecum and proximal colon of ruminants are the second largest sites of fermentation. Large amounts of cell wall carbohydrates, cellulose, and hemicellulose enter the cecum and colon, wherein they are fermented and utilized. The produced volatile fatty acids are rapidly taken up by the cecum and colon. The energy conversion efficiency of these two organs has been reported to be higher compared with that of the rumen [3, 4, 5]. The intestines of ruminants perform unique physiological functions, indicating that molecular regulation in the intestines is far more complicated than previously thought.

In recent years, the functions of miRNAs in the intestines have been extensively explored, with many novel miRNAs being identified. MiRNAs have been found to participate widely in the maintenance of intestinal homeostasis and the regulation of metabolic homeostasis [6, 7]. Moreover, miRNAs play an important regulatory role in intestinal mucosal immunity, stress resistance, the development and maintenance of intestinal morphological structure, as well as the regulation of various intestinal functions [7–10]. Studies have found that miRNAs are widely expressed in the intestinal tissues of pigs [11–13], mice [14, 15], and cattle [16, 17]. Some miRNAs are only found in particular intestinal segments, suggesting that miRNAs may play important roles in particular intestinal segments. The miRBase21.0 database lists a total of 793 bovine miRNAs, while only 153 miRNAs are identified in sheep. There have been previous studies of miRNAs in different sheep tissues, such as muscle [18], ovary [19], fat [20,21], wool follicle [22], and heart [23]. Currently, there is a lack of research regarding the miRNAs expression profile in the duodenum, cecum, and colon of sheep. Thorough and in-depth studies of the regulation of miRNAs expression in the intestines of sheep have vital scientific implications for revealing the regulatory mechanisms that affect the intestinal digestion and metabolism in sheep.

In the present study, we compared the miRNAs expression profile between the duodenum, cecum, and colon of sheep (*Ovis aries*) using Illumina-Solexa high-throughput sequencing technology. These results provide a reference for understanding the regulatory mechanism of digestion, absorption, and metabolism in different intestinal regions of sheep and for the generation of high-yield, high-efficiency breeds.

## Materials and methods

### Ethics statement of experimental animals

All of the animal experiments in this study were approved by the Ethics Committee of Animal Protection and Use at Shandong Agricultural University (License No.: 2004006). The experiments were performed in accordance with the “Experimental Animal Guidelines” put forth by the Ministry of Science and Technology (Beijing, China). All of the surgical procedures followed the recommendations proposed by the European Commission in 1997. Animals used in this study were the same as those used in our previous study [24], and were slaughtered in the same way.

### Sample collection and total RNA extraction

The experimental animals were three 11-month-old purebred ewes (*Ovis aries*) of similar weight. The animals were obtained from the same farm (Linqv Huanong Sheep Farm, Weifang, Shandong, China) and reared in consistent environments, i.e., the sheep were fed in stables, in natural light and without temperature control, free access to water and food.

The animals were slaughtered quickly to collect approximately intestinal tissues. All animals used in this study were handled in strict accordance with good clinical practices and all efforts were made to minimize suffering. Intestinal tissues were taken from the intestinal epithelium of the duodenum, the cecum, and the proximal colon immediately after slaughter. The samples were preserved in liquid nitrogen until use. Total RNA was extracted from the intestinal tissues using TRIzol. The integrity and concentration of the extracted RNA were determined using an Agilent 2100 Bioanalyzer. Samples with a RIN score >7.5 were used for library construction.

### Library construction and sequencing

The libraries were constructed following the mRNA preparation procedures for Illumina sequencer samples, with appropriate modifications. Specifically, total RNA from the duodenum, cecum and colon of three sheep was separately pooled, Illumina TruSeq samll RNA Sample Prep Kit (Cat#RS-200-0012) was used with 1 ug of total RNA for the construction of sequencing libraries. three libraries were constructed (Duodenum, DU; Cecum, CE; and Colon, CO), which were prepared for sequencing using standard Illumina protocols. All of the sequencing was performed in the Beijing Genomics Institute (BGI, Shenzhen, China). Sequencing data had been submitted to GEO database (GSE100649).

### Sequence data analysis and miRNAs identification

Raw sequencing image data were converted to raw reads via base calling. The following reads were removed: low-quality reads, reads with contaminated 5'-adapters, reads lacking 3'-adapters, reads lacking an insertion sequence, reads containing polyA sequences, and small fragments (<18 nt). A set of clean reads was ultimately obtained for analysis. Generally, the whole workflow is shown in S1 Fig.

To analyze sequence distribution and expression, the clean reads were mapped to the genome of *Ovis aries* (assembly Oar_v4.0, ftp://ftp.ncbi.nlm.nih.gov/genomes/all/GCF/000/298/735/GCF_000298735.2_Oar_v4.0/GCF_000298735.2_Oar_v4.0_genomic.fna.gz) using SOAP aligner v2.21 [25]. To identify the known miRNAs, the clean reads were compared with known mammalian precursor and mature miRNAs in the miRBase21.0 database [26] using BLAST. The criteria were as follows: Clean reads can be completely aligned to precursor (no mismatch), then compared with the mature miRNA, which allow dislocation, but at least there were 16 base coverage without mismatch. Those miRNAs whose reads number less than 10 in each sample were removed as false positive. The clean reads were compared with the Genbank (ftp://ftp.ncbi.nlm.nih.gov/genbank/) and Rfam v11.0 (http://rfam.janelia.org/) [27] databases to remove rRNA, scRNA, snoRNA, snRNA, and tRNA sequences. The clean reads that were not matched in the databases but were matched to the antisense strand of exons, introns, and intergenic regions in the genome were used to predict novel miRNAs with miReap (http://mireap.sourceforge.net/). Using miReap, we predicted novel miRNA precursor hairpins with a minimum free energy ≤ 18 (kcal/mol), while all other parameters were settled as default. Then, retained clean reads were compared with predicted novel miRNA precursors using a same method and parameters of our known miRNA identification, and all successfully mapped reads were automatic constructed into novel miRNAs.

For the comparison analysis of novel miRNAs, we collected 2,381 sheep unannotated novel miRNAs from other 8 sheep miRNA sequencing studies [20, 23, 28–33]. With at least 18 base coverage and not more than one mismatch, and e-value < 1e-5, the comparison analysis of novel miRNAs was performed with BLAST.

### Differential expression of miRNAs and prediction of target genes

The expression levels of known and novel miRNAs were normalized to the same order of magnitude to get the expression of transcript per million (TPM).

Normalization formula: Normalized expression = Actual miRNA count/Total count of clean reads*1000000.

The standardized results were then used to calculate fold-change and P-value to analyze the fold differences between different samples.

Fold-change formula: Fold_change = log2(treatment/control)

*P*-value formula:

$$\begin{array}{c} p(y|x)={\left(\frac{N_{2}}{N_{1}}\right)}^{y}\frac{(x+y)!}{x!y!{\left(1+\frac{N_{2}}{N_{1}}\right)}^{\left(x+y+1\right)}}\\ C(y\leq y_{\min}|x)=\sum_{y=0}^{y\leq y_{\min}}p(y|x)\;D(y\geq y_{\max}|x)=\sum_{y=y_{\max}}^{\infty }p(y|x) \end{array}$$

The *P*-value was calculated based on Poisson distribution to determine the significance of any difference in miRNA expression between different samples. And the n, the Bonferroni corrected P-value was calculated. The significantly differentially expressed miRNAs were declared at a fold change ≥ 2 and a Bonferroni corrected P-value <0.01.

Differentially expressed miRNAs were identified and their predicted target genes were predicted using miRanda [34], and TargetScan v7.0 [35] software. Gene sequences used for target prediction analysis were downloaded from (ftp://ftp.ncbi.nlm.nih.gov/genomes/all/GCF/000/298/735/GCF_000298735.2_Oar_v4.0/GCF_000298735.2_Oar_v4.0_rna.fna.gz). For the TargetScan v7.0, a seed match ≥ 7 and context+ score percentile ≥ 99 was settled as the threshold. And for the miRanda, a free energy ≤ -20 (kcal/mol) was chosen as a cutoff. The intersection of these prediction results was taken as the set of candidate target genes.

### GO annotation and KEGG pathway analysis

To generate a comprehensive description of the biological characteristics of candidate target genes, we mapped all of the candidate target genes to the Gene Ontology (GO) [36] database using DAVID v6.8 online software with the FDR <0.1, and background of genes with FPKM>1 from previous report [37], other parameters are in accordance with the DAVID default settings [38]. The GO terms were subjected to classification and enrichment analysis regarding molecular function, cellular component, and biological process. Significantly enriched GO terms were calculated using the hypergeometric test with all genes in the reference genome as the background. In addition, we mapped all of the candidate target genes to the Kyoto Encyclopedia of Genes and Genomes (KEGG, http://www.genome.jp/kegg/) [39] database to obtain significantly enriched metabolism and signal transduction pathways. Significant enrichment was identified at FDR <0.1.

### Regulatory network construction

The interactions between filtered candidate target genes (filter criteria: combined score ≥0.4) were explored using the STRING 10.0 databas [40]. An interactive regulatory network between miRNAs and candidate target genes was generated using Cytoscape v3.4 [41].

### Real-time quantitative RT-PCR validation

We randomly selected 14 differentially expressed miRNAs (4 known miRNAs and 10 novel miRNAs) for quantitative validation by real-time quantitative PCR. The primers were designed with mature miRNA sequences as the templates. Base modification was performed at the 5'-end if necessary (S1 Table). U6 was chosen as the reference gene.

Each miRNA was tested using three biological replicates, and each biological replicate had three technical replicates. The expression of each miRNA was calculated based on a standard curve using the 2^-ΔΔCT^ method, and the expression is presented as 2^-ΔΔCT^ ± SEM. The significance of difference in miRNA expression between three intestinal segments was tested using one-way ANOVA (P ≤0.05).

## Results

### Sequence data from three segments of intestinal tissues

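The counts analysed here come from 3 small RNA libraries, 1 each for the duodenum (DU), the cecum (CE), and the colon (CO). Each library was made from the pooled RNA of the same 3 ewes aged 11 months. There were no replicates, so no difference between libraries could be compared with the spread between animals. The authors cleaned the reads, mapped the clean reads to the Oar_v4.0 genome with SOAP, identified known miRNAs with miRBase 21.0, and predicted further miRNAs with miReap. They deposited raw read counts, without normalization, for the same 822 miRNA entries in every library. Of these entries, 146 were known sheep miRNAs and 676 were predicted miRNAs. The counts added up to 14462675, 15072945, and 13769740 reads in the DU, CE, and CO libraries, or 86.4%, 88.6%, and 83.1% of the reads mapped to the genome. Reads were present for 499, 437, and 453 entries, respectively. The smallest count above 0 was 1 read in the known miRNAs and 5 reads in the predicted miRNAs, so this minimum may hide up to 4 reads behind a 0 in a predicted miRNA. A 0 can also differ more from the paper's counts: S5 Table lists 3219 reads of bta-miR-2478 in the CE library, where the files have 0. Counts were normalized to reads per 1000000 clean reads mapped to the genome, and 3 reads corresponded to 0.179, 0.176, and 0.181 normalized reads in the DU, CE, and CO libraries. The predicted entries carry other numbers than the miRNAs of S5 Table and were linked to the paper's names by mature sequence. Of the 27 miRNAs named in the paper, 10 were linked by name, 14 by an identical sequence, and 3 by a sequence that contained the other. Each pair of libraries was compared with the exact Audic-Claverie test on the counts of entries with at least 1 normalized read in either library. Entries with a Bonferroni-corrected p-value under 0.01 and a fold change of at least 2 were taken as differentially expressed, and a normalized value of 0 was replaced by 0.01 in the log2 ratio.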

In the DU, CE, and CO libraries, we obtained 28,493,897; 27,836,933, and 26,057,470 high-quality reads, respectively. After removal of reads lacking 3'-adapters, reads with 5'-contamination, reads <18 nt, reads lacking insertion sequences, and reads containing polyA sequences, we obtained 27,498,891, 26,490,229, and 25,351,117 clean reads in the three libraries (96.51%, 95.16%, and 97.29% of the high quality reads, respectively, Table 1). The length of sRNAs obtained by sequencing generally ranged from 19 to 24 nt, accounting for 91.62%, 91.76%, and 93% of the total reads in the DU, CE, and CO libraries, respectively. Among these reads, those of 22 nt were the most abundant, constituting 37.26%, 33.62%, and 33.48% of the DU, CE, and CO libraries, respectively. Reads of 21 and 23 nt in length were the next most abundant. The distribution of read length was in agreement with the length distribution pattern of miRNA sequences in mammals (Fig 1).

**Fig 1:**
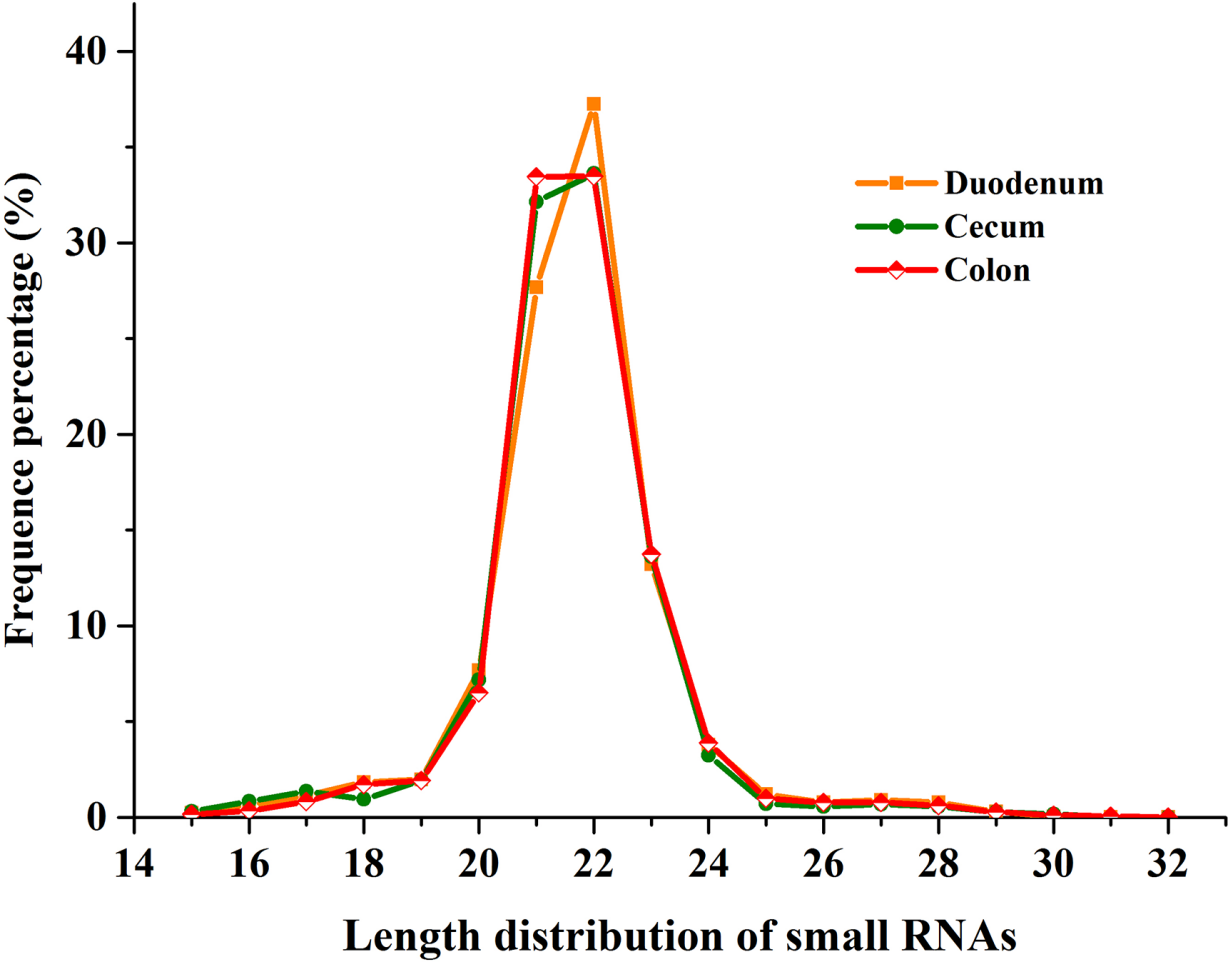
Length distribution of small RNAs in three libraries. Sequence length distribution of clean reads based on the abundance and distinct sequences; the most abundant size class was 22 nt, followed by 21 nt, 23 nt and 20nt.

**Table 1:** Distribution of total sequence for small RNAs in small-tailed han sheep.

Category	Duodenum		Cecum		Colon	
	Total	Percent	Total	Percent	Total	Percent
**Raw reads**	28,536,048	N/A	27,878,234	N/A	26,097,405	N/A
**High quality reads**	28,493,897	100%	27,836,933	100%	26,057,470	100%
**3’ adapter null**	268,000	0.94%	443,102	1.59%	248,668	0.95%
**Insert null**	19,580	0.07%	443,102	1.59%	15,055	0.06%
**5’ adapter contaminants**	9,650	0.03%	9,981	0.04%	8,662	0.03%
**Smaller than 18 nt**	697,631	2.45%	874,414	3.14%	433,880	1.67%
**PolyA**	145	0.00%	135	0.00%	88	0.00%
**Clean reads**	27,498,891	96.51%	26,490,229	95.16%	25,351,117	97.29%
**Mapping on sheep genome**	16,733,785	60.85%	17,005,544	64.20%	16,567,397	65.35%

In the DU, CE, and CO libraries, the total numbers of clean reads mapped to the genome were 16,733,785, 17,005,544, and 16,567,397, respectively (60.85%, 64.20%, and 65.35% of the total reads, respectively, Table 1). Chromosomes Chr5, Chr2, and Chr11 harbored the largest number of reads, whereas Chr25 and Chr26 harbored the smallest number of reads (S2 Table).

To obtain the components contained in clean reads, we classified and annotated the sRNAs. In the DU, CE, and CO libraries, a total of 13,432,974, 14,651,426, and 12,438,925 reads, respectively, were annotated as various types of RNAs (rRNAs, tRNAs, snRNAs, snoRNAs, and miRNAs). Annotated repeat reads represented 123,851, 133,191, and 171,894 reads in the DU, CE, and CO libraries, respectively. Moreover, there were 10,310,790, 10,565,745, and 12,137,476 unannotated reads in the three DU, CE, and CO libraries. These unannotated reads were used in the subsequent prediction of novel miRNAs (Fig 2).

**Fig 2:**
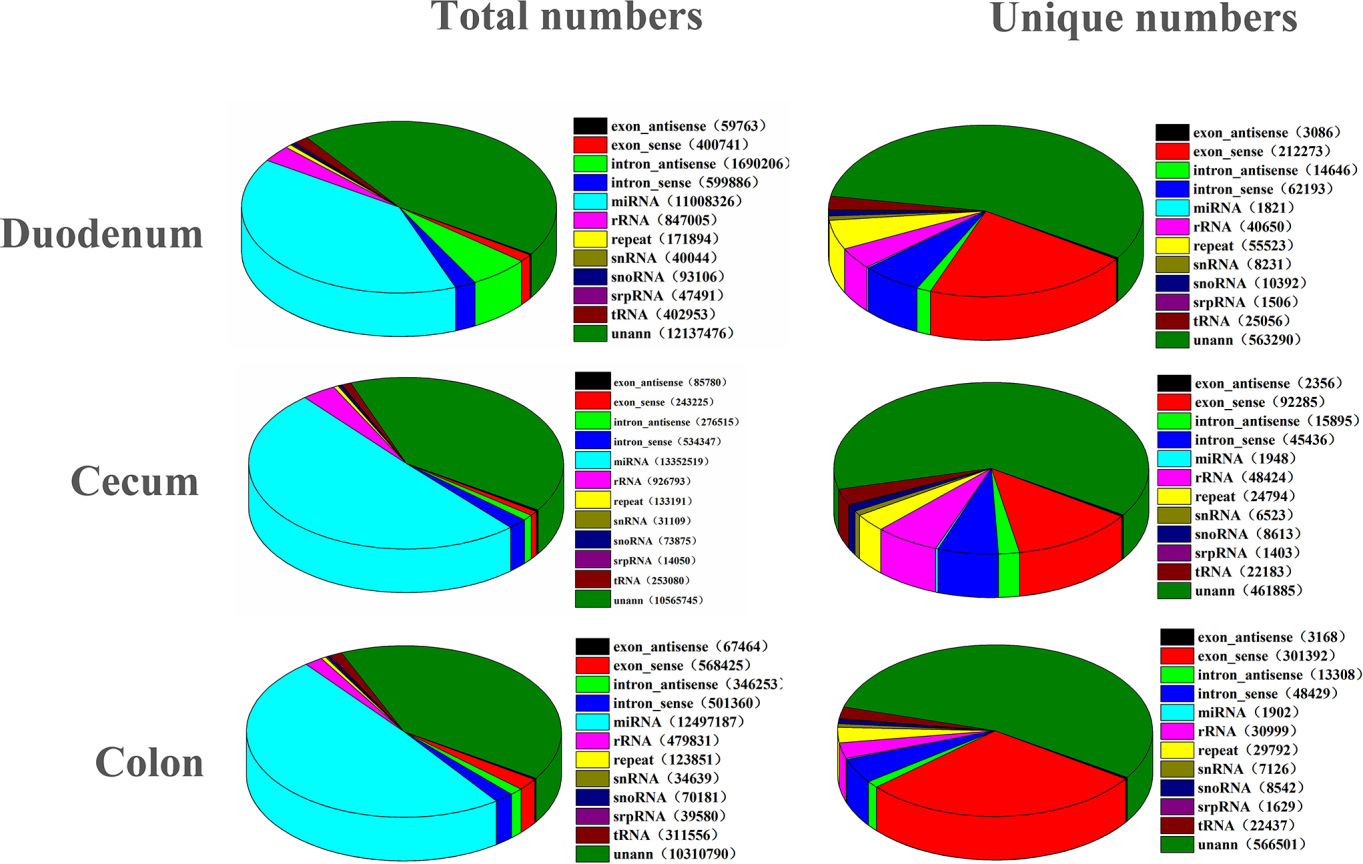
Classification of small RNAs in three libraries. The clean reads were annotated and classified as miRNA, rRNA, tRNA, snRNA and snoRNA in GenBank and Rfam databases, and partial reads were not annotated.

### The identification of known miRNAs and novel miRNAs

To identify known miRNAs, we aligned the clean reads against 106 precursor miRNAs and 153 mature miRNAs of sheep in the miRBase 21.0 database. A total of 106 mature miRNAs were detected in the three libraries (S5 Table). 

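Of the 146 known sheep miRNAs in the count files, 127 had reads in all 3 libraries, 8 in 2 libraries, 7 in 1 library, and 4 in none. With at least 10 reads in 1 library, which is the authors' own cutoff, 106 known miRNAs remained, named after 92 precursors. The other 40 known miRNAs had at most 8 reads in any library. Of the 106 miRNAs, 94 reached 10 reads in all 3 libraries, 7 in 2 libraries, and 5 in 1 library. All 106 known miRNAs listed in S5 Table had the same sequence and the same 3 counts in the files.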

These mature miRNAs were derived from 92 precursor miRNAs and distributed in 51 miRNA families. 

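The known sheep miRNAs took 10983452 reads in the DU library, 13304099 in the CE library, and 12449011 in the CO library. Against all clean reads, these were 39.94% (Wilson 95% confidence interval 39.92 to 39.96%), 50.22% (50.20 to 50.24%), and 49.11% (49.09 to 49.13%), with no replicates. The denominator moved these shares most, since the known miRNAs took 75.94%, 88.26%, and 90.41% of all reads counted in the DU, CE, and CO files.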

Of the clean reads, 40%, 50.4%, and 49.3% were matched to precursor miRNAs. But these miRNAs only accounted for 0.18%, 0.27%, and 0.18% of total unique sRNAs in the DU, CE, and CO libraries, respectively. 

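In each library, oar-miR-143 had the most reads, with 275281, 429102, and 399239 normalized reads in the DU, CE, and CO libraries. It was followed in each library by oar-miR-21, with 87872, 101407, and 86754 normalized reads. The entries of rank 3 to 5 in the DU library were a predicted entry nested in bta-miR-192 (57806 normalized reads), the entry of bta-miR-215 (55441), and oar-miR-148a (52980). In the CE library, these places were taken by oar-miR-26a (29260), the entry nested in bta-miR-192 (28847), and oar-miR-10a (26739). In the CO library, they were taken by oar-miR-148a (34078), oar-let-7a (30967), and oar-miR-26a (30630). Summed over the known miRNAs of a family, the let-7 family with 7 members held 6.97% of the clean reads in the DU library (Wilson 95% interval 6.96 to 6.98%), 5.36% in the CE library (5.35 to 5.37%), and 5.62% in the CO library (5.61 to 5.63%). The miR-26 family held 2.74% (2.73 to 2.74%), 1.99% (1.99 to 2.00%), and 2.13% (2.13 to 2.14%) in the same order, and miR-148a held 3.22% (3.22 to 3.23%), 1.35% (1.35 to 1.36%), and 2.23% (2.22 to 2.23%). The miR-10 family held 0.52% (0.519 to 0.525%) of the DU library but 3.39% (3.39 to 3.40%) and 2.53% (2.52 to 2.54%) of the CE and CO libraries. For oar-miR-21, the direction between the DU and CO libraries depended on the library size, with a log2 ratio of -0.0185 for reads mapped to the genome and 0.1385 for the edgeR TMM library size.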

In the DU, CE, and CO libraries, miR-143 had the largest number of reads, while the miR-21, miR-148a, miR-26, and let-7 families were the next most abundant.

The sRNAs that were unannotated to sequences of known miRNAs in the miRBase21.0 database but mapped to the antisense strand of exons, introns, and intergenic regions were selected for predicting novel miRNAs using miReap. The reads with predicted hairpin structures were mapped to known mammalian precursor and mature miRNAs in the miRBase21.0 database, and the remaining unmapped but hairpin-structured reads were considered potential new miRNAs without known miRNA annotations. In total, 458 miRNAs were conserved with other species, 192 miRNAs were identified as unannotated novel miRNAs in the three libraries (S5 Table). 

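S5 Table lists 457 conserved miRNAs, and the count files have no entries under their names. By mature sequence, 110 of these had an entry of identical sequence, 97 had only an entry that contains or is contained in their sequence, and 250 had no entry. Counts in all 3 libraries were identical for 47 of the conserved miRNAs. Of the 192 unannotated miRNAs in S5 Table, 186 had an entry of identical sequence and 176 of them the same counts. The predicted entries took 3479223 reads in the DU library, 1768846 in the CE library, and 1320729 in the CO library. Among the predicted entries, 255 matched no miRNA of S5 Table and held 35356, 12263, and 12100 of these reads. From the sequence matches with other species in miRBase, the authors divided the predicted miRNAs into conserved and unannotated ones.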

Moreover, to get further information on new miRNAs, we collected sheep unannotated novel miRNAs from other studies [20, 23, 28–33], and a comparison analysis has been performed. As a result, 71 novel miRNAs obtained acceptable results with other studies (S6 Table).

### Analysis of differentially expressed miRNAs and prediction of target genes

A total of 195 known, conserved and novel differentially expressed miRNAs were identified in the DU, CE, and CO libraries (S7 Table). 

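In the count files, 178 entries were differentially expressed in at least 1 of the 3 comparisons, of which 15 were known sheep miRNAs and 163 predicted miRNAs. Only 12 entries were differentially expressed in all 3 comparisons. Most of the differences came from entries with 0 reads in 1 of the 2 libraries compared, and none of these entries was a known miRNA. They made up 74 of 127 entries (58.3%) between the DU and CE libraries, 86 of 123 (69.9%) between the DU and CO libraries, and 59 of 75 (78.7%) between the CO and CE libraries. The test takes account of sampling noise only. With an assumed biological coefficient of variation of 0.4 in the exact test of edgeR, 61 entries remained, and 36 of 38, 39 of 40, and 31 of 31 calls in the 3 comparisons had 0 reads in 1 library.

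**Figure D1:**
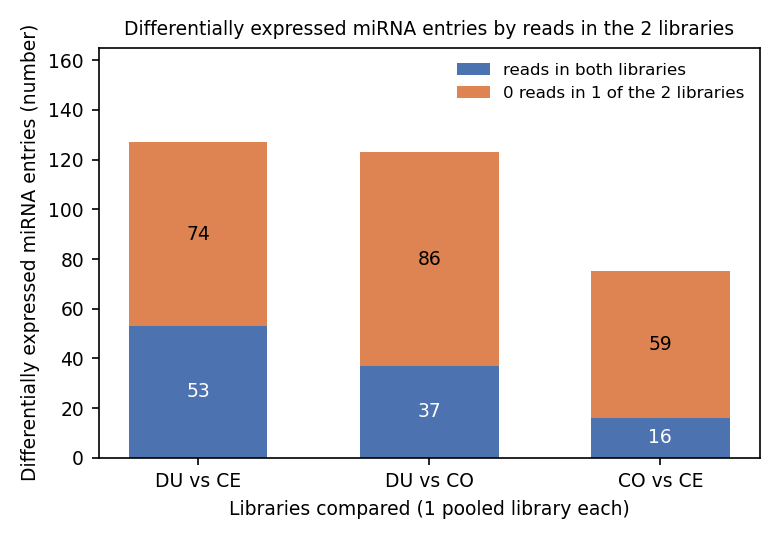
Number of differentially expressed miRNA entries (vertical axis) in each comparison of libraries (horizontal axis), split by whether both libraries had reads. Entries with 0 reads in 1 library number 74, 86, and 59, and those with reads in both libraries 53, 37, and 16.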

There were 131 known and novel differentially expressed miRNAs between the DU and CE libraries, with 81 being expressed at higher levels in the DU library and 50 being expressed more highly in the CE library. 

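Between the DU and CE libraries, 348 entries were tested, of which 93 were known sheep miRNAs. A total of 127 entries were differentially expressed, with 85 expressed at higher levels in the DU library and 42 in the CE library. The 11 known miRNAs among them were oar-miR-148a and oar-miR-194, expressed at higher levels in the DU library, and 9 expressed at higher levels in the CE library. Among entries with at least 10 reads in both libraries, the largest differences toward the DU library were those of bta-miR-215 (log2 ratio of CE to DU -6.9952), a 23-nt entry TGTAACAGCAACTCCATGTGGAC that is 1 nt longer than oar-miR-194 (-6.8506, 147296 and 1297 reads), and a predicted miRNA TGGAAAAACCCGAATGAACTTT (-2.6862, 114 and 18 reads, corrected p = 2.73e-16, exact Audic-Claverie test). The largest toward the CE library were those of oar-miR-10b (3.4159), novel_miR_95 (3.2234, 525 and 4983 reads), and novel_miR_17 (3.0199, 247 and 2036 reads). Among the alternatives that keep all entries, an assumed biological coefficient of variation of 0.4 in the exact test of edgeR lowered the count most, to 38, of which 36 had 0 reads in 1 library.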

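In the comparison of the DU and CO libraries, 363 entries were tested and 123 were differentially expressed. Of these, 50 were expressed at higher levels in the CO library and 73 in the DU library. The 6 known miRNAs among them were all higher in the CO library: oar-miR-10a, oar-miR-10b, oar-miR-323a-3p, oar-miR-409-3p, oar-miR-433-3p, and oar-miR-485-3p. With at least 10 reads in both libraries, novel_miR_95 had the largest log2 ratio toward the CO library (3.453, 525 and 5692 reads), followed by oar-miR-10b (3.1142) and novel_miR_17 (2.5387). Toward the DU library, the largest log2 ratios were those of novel_miR_217 (-4.1524, 221 and 12.4 normalized reads), the 23-nt entry of miR-194 (-3.8365), and bta-miR-215 (-3.5208). A requirement of at least 10 reads in both libraries left 35 differentially expressed entries, the lowest number among the alternatives that keep known and predicted entries.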

123 known and novel differentially expressed miRNAs between the CO and DU libraries, with 49 being expressed more highly in the CO library and 74 being expressed at higher levels in the DU library. 

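The CO and CE libraries differed least. Of 326 entries tested, 75 were differentially expressed, with 42 expressed at higher levels in the CO library and 33 in the CE library. The only known miRNAs were oar-miR-106a (log2 ratio of CE to CO -1.4433, 204 and 77 reads, corrected p = 8.12e-13, exact Audic-Claverie test) and oar-miR-200b (-1.0073). Toward the CE library, the largest log2 ratios with at least 10 reads in both libraries were those of novel_miR_217 (2.3065), bta-miR-184 (2.2, 74 and 349 reads), and novel_miR_103 (1.8972, 221 and 845 reads). Toward the CO library, they were those of bta-miR-215 (-3.4744), the 23-nt entry of miR-194 (-3.0141), and novel_miR_3 (-2.0792, 564 and 137 reads). When at least 10 reads were required in both libraries, 16 entries were left.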

Lastly, there were 61 known and novel miRNAs that were differentially expressed between the CO and CE libraries, with 29 being expressed at higher levels in the CO library and 32 being expressed more highly in the CE library.

The 195 known, conserved and novel differentially expressed miRNAs were used to predict target genes using miRanda, and Targetscan. A total of 3,437 non-redundant high-confidence candidate target genes were obtained from the intersection of the obtained gene sets (S8 Table). Newly predicted novel_miR_258 had the largest number of predicted target genes, at 178. 

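In the count files, novel_miR_258 (TCCCAGGGATGTAGCTCCTAGTG, 23 nt) had 26 reads in the DU library and 0 reads in the CE and CO libraries. The 26 reads correspond to 1.55 normalized reads, while 3 reads, the smallest number taken as visible, correspond to 0.176 and 0.181 normalized reads in the CE and CO libraries. The corrected p-values were 4.17e-06 against the CE library and 6.19e-06 against the CO library (exact Audic-Claverie test), with a log2 ratio of -7.2796 in both comparisons. S3 Table lists its hairpin from 20585800 to 20585873 on the plus strand, without a chromosome name. 1 base later, S3 Table lists for the CE and CO libraries a hairpin whose mature sequence CCCAGGGATGTAGCTCCTAGTG lacks the first base, with 22 reads in each library. Adding up entries that contain each other's sequence moved the log2 ratios to -0.2642 and -0.2266.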

There were 9 miRNAs with over 100 predicted target genes, and 97 miRNAs with 10–100 predicted target genes, while 74 miRNAs with less than 10 predicted target genes. *LOC101109384* and *USP54* were the candidate target genes with the largest number of miRNAs (8 miRNAs), followed by *DPF3*, *GFM2*, *MAP2*, and *DOCK5* (6 miRNAs).

The results of qRT-PCR validation for differentially expressed miRNAs showed that the expression trends of 12 miRNAs were consistent with the sequencing results. 

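Of the 14 miRNAs measured by qRT-PCR, 5 were known sheep miRNAs in the count files and the others were linked to predicted entries by mature sequence. oar-miR-10a rose from 6130 normalized reads in the DU library to 26739 in the CE library and 17517 in the CO library. oar-miR-148a fell from 52980 in the DU library to 21043 in the CE library and 34078 in the CO library. oar-miR-133 had 236, 534, and 294 normalized reads in the DU, CE, and CO libraries. novel_miR_17 rose from 14.8 in the DU library to 120 and 85.8 in the CE and CO libraries. In contrast, novel_miR_147, novel_miR_217, age-miR-15b, cgr-miR-142-5p, miR-215, bta-miR-1388-5p, and oar-miR-194 were expressed at higher levels in the DU library than in both others, and of these only oar-miR-194 from DU to CO stayed below a fold change of 2. Their log2 ratios ranged from -6.9952 for miR-215 in the CE library to -0.5938 for oar-miR-194 in the CO library. hsa-miR-141-3p had 87.6, 62.3, and 129 normalized reads in the DU, CE, and CO libraries, and its log2 ratio of CE to CO was -1.0438. For oar-miR-194, the 22-nt known entry had 9162, 4306, and 6071 normalized reads, while the 23-nt entry with the sequence of the primer had 8802, 76.3, and 616. Among the alternatives, the edgeR TMM library size moved the log2 ratios to the DU library most, that of oar-miR-194 between the DU and CE libraries from -1.0894 to -0.9647. Comparing these directions with the qRT-PCR measurements in Fig 3B, the authors concluded that sequencing and qRT-PCR gave the same trend for most of these miRNAs.

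**Figure D2:**
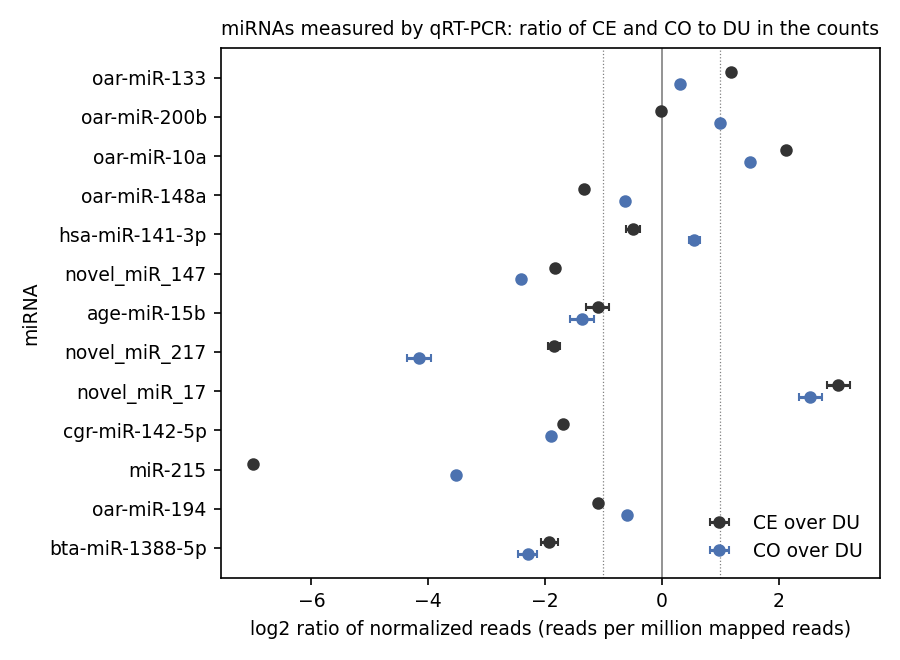
log2 ratios of normalized reads in the CE library (black) and the CO library (blue) to the DU library (horizontal axis) for 13 of the miRNAs measured by qRT-PCR (vertical axis). Points are single pooled libraries, bars are exact 95% confidence intervals from sampling noise alone, and dotted lines mark log2 ratios of -1 and 1. novel_miR_17 and oar-miR-10a lie right of 0 and miR-215 farthest left, at -6.9952 and -3.5208.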

Only two miRNAs (oar-miR-200b and bta-miR-2478) showed different trends between the qPCR and sequencing data (Fig 3). Specifically, the sequencing results showed high-level expression of oar-miR-200b in the colon, whereas the quantitative PCR results showed relatively high expression levels of this miRNA in the duodenum. 

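oar-miR-200b, at 49397881 to 49397939 on chromosome 12 in S2 Table, had 74467 reads in the DU library, 74747 in the CE library, and 146379 in the CO library. These were 4450, 4395, and 8835 normalized reads. The log2 ratio was -1.0073 from CO to CE (exact 95% interval -1.02 to -0.9946) and 0.9895 from DU to CO (0.9767 to 1.0022), so that the fold change of 2 was passed in the former and missed in the latter. Both corrected p-values were too small for double precision. Between the DU and CE libraries, the log2 ratio was -0.0178, and the corrected p-value was 1 (exact Audic-Claverie test). A predicted entry of 23 nt that contains its sequence, TAATACTGCCTGGTAATGATGAC, was counted apart and had 9298, 8386, and 11182 normalized reads. It had more reads than oar-miR-200b in every library and differed less between the CO and CE libraries. No alternative adds both entries, so the ratios and calls here hold for the 21-nt entry alone. The edgeR TMM library size changed the DU to CO log2 ratio most and put it at 1.1464, past a fold change of 2. The call from CO to CE was lost with DESeq2 size factors. It was also lost with an assumed biological coefficient of variation of 0.2 or 0.4 in the exact test of edgeR. The qRT-PCR measurements are not in the files analysed here. From the different ranks of the segments, the paper counts oar-miR-200b among the miRNAs whose trends differ between the methods.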

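The entry with the sequence of bta-miR-2478 (GTATCCCACTTCTGACACCA) had 17 reads in the DU library, 0 reads in the CE library, and 33 reads in the CO library, or 1.02, 0, and 1.99 normalized reads. At this depth, 3 reads in the CE library correspond to 0.176 normalized reads. The log2 ratio was -6.6666 from DU to CE (corrected p = 0.0023) and -7.638 from CO to CE (corrected p = 2.43e-08, exact Audic-Claverie test), and the log2 ratio of 0.9713 from DU to CO (exact 95% interval 0.0857 to 1.9081) did not pass the correction for multiple tests (corrected p = 1). With 4 reads in place of 0, an alternative chosen after seeing the data, the log2 ratios became -2.1107 and -3.0821. The call from DU to CE was then lost, and that from CO to CE remained. The counts that S5 Table, the paper's own, gives for bta-miR-2478 are 1218, 3219, and 1903 reads, with the highest in the CE library.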

Meanwhile, the sequencing results showed the highest expression level of bta-miR-2478 in the cecum, whereas the qPCR results showed relatively high expression levels of this miRNA in the duodenum.

**Fig 3:**
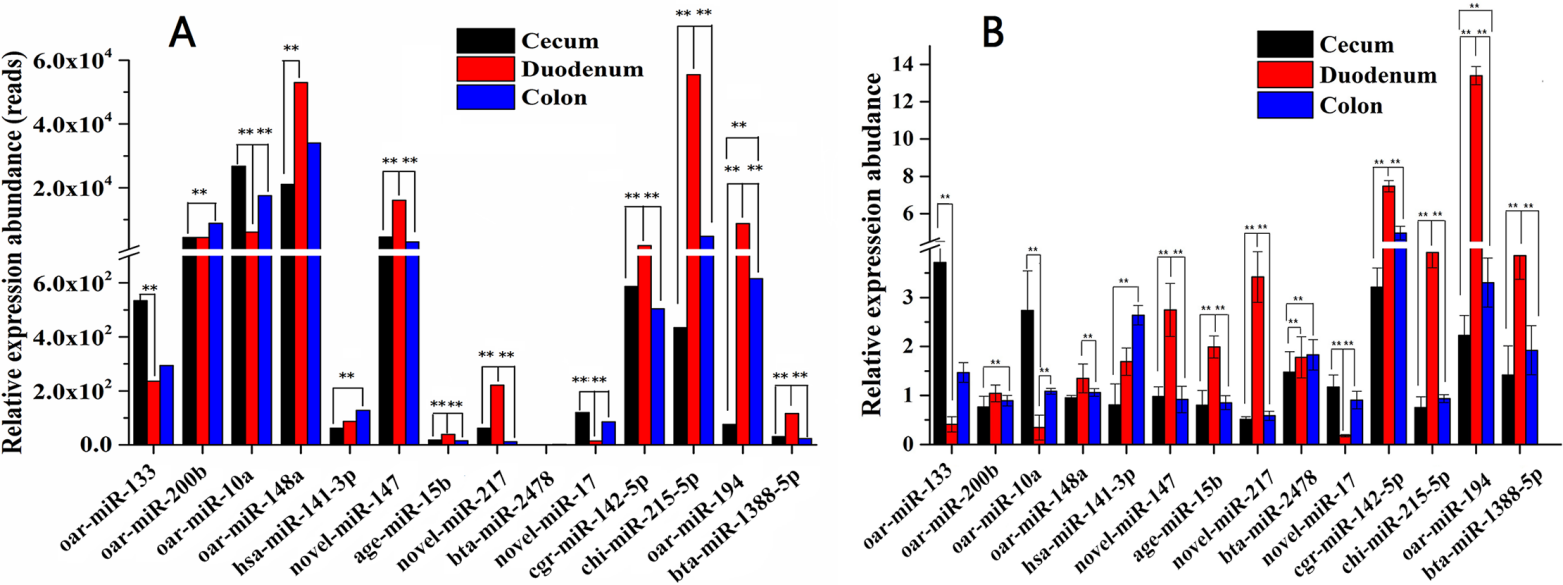
Validation of differentially expressed miRNAs by qRT-PCR. A. Result of RNAseq. B. Result of qRT-PCR. oar-miR-10a, oar-miR-148a, oar-miR-200b oar-miR-133 and oar-miR-194 were known sheep miRNAs, cgr-miR-142-5p, chi-miR-215-5p, bta-miR-1388-5p, age-miR-15b, bta-miR-2478, and hsa-miR-141-3p were conserved miRNAs, novel_miR_17, novel_miR_147 and novel_miR_217 were novel miRNA candidates. The relative quantification of expression was calculated using the 2^-△△CT^ method after the threshold cycle (Ct) and was normalized with the Ct of U6. The relative expression levels were presented as the 2^-△△CT^ means ± SE. The error bars indicate the standard error of the 2^-△△CT^ mean values. * represents *p* <0.05, ** represents *p* <0.01.

### GO enrichment for candidate target genes of differentially expressed miRNAs

To better illustrate the function of differentially expressed miRNAs and reveal their associated biological functions in different intestinal segments, we conducted GO enrichment analysis for 3,437 candidate target genes.

The 2,709 candidate target genes that corresponded to the differentially expressed miRNAs between the DU and CE samples were significantly enriched in 16 GO terms (FDR < 0.1). Specifically, 126 candidate target genes were significantly enriched in 2 biological processes, primarily “negative regulation of transcription from RNA polymerase II promoter” and “positive regulation of transcription from RNA polymerase II promoter”; 1,020 candidate target genes were significantly enriched in 8 cellular component terms, with most in “exosome” and “cytoplasm”; and 469 candidate target genes were significantly enriched in 6 molecular function terms, primarily “ATP binding” and “poly(A) RNA binding”.

The 2,443 candidate target genes corresponding to miRNAs that were differentially expressed between the DU and CO libraries were significantly enriched in 15 GO terms (FDR < 0.1). Specifically, 113 candidate target genes were significantly enriched in 2 biological processes, primarily “negative regulation of transcription from RNA polymerase II promoter” and “positive regulation of transcription from RNA polymerase II promoter”, 932 genes candidate target genes were significantly enriched in 8 cellular component terms, mostly “cytoplasm” and “extracellular exosome”; 408 candidate target genes were significantly annotated to 5 molecular function terms, with most in “ATP binding” and “poly(A) RNA binding”.

The 1,076 candidate target genes that were targeted by differentially expressed miRNAs between the CE and CO libraries were significantly enriched in 6 GO terms (FDR < 0.1). Specifically, 257 candidate target genes were significantly enriched in 4 cell components, primarily “cytoplasm” and “nucleoplasm”; 31 candidate target genes were significantly enriched in 1 biological processes, “negative regulation of transcription from RNA polymerase II promoter”; and 90 candidate target genes were significantly enriched in 1 molecular function term, “ATP binding”. A subset of the GO annotation results are provided in Fig 4 and S9 Table.

**Fig 4:**
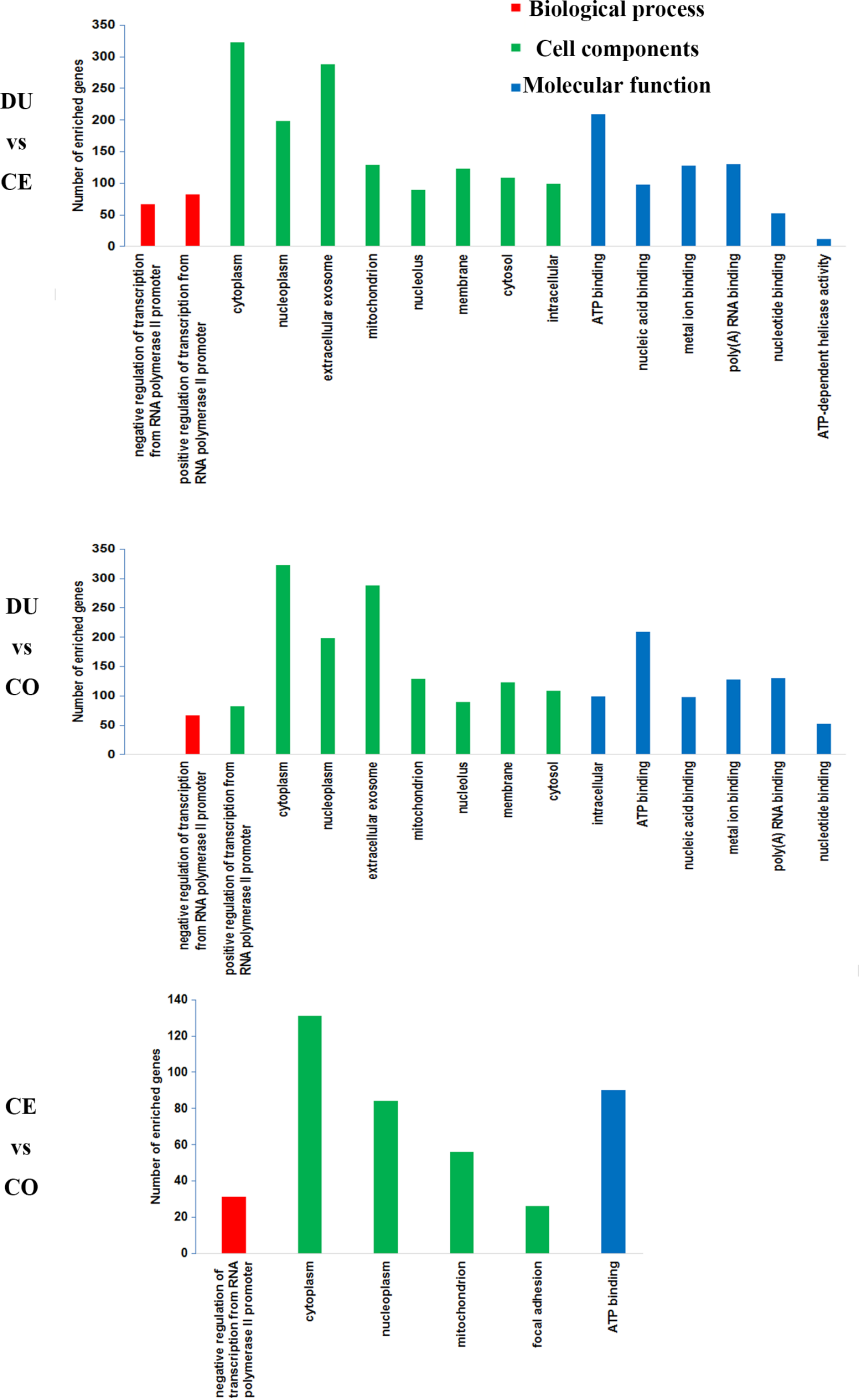
GO classification of 3,437 candidate target genes for 195 differentially expressed miRNAs. The figure shows GO enrichment for the candidate target genes in molecular function, cellular component and biological processes.

### KEGG analysis and regulatory network construction

To further understand the biological pathways that may be regulated by miRNAs, we performed KEGG pathway enrichment analysis using all 3,437 candidate target genes. KEGG pathway analysis showed that a total of 99 candidate target genes (DU vs CE, 44 genes; DU vs CO, 33 genes; CE vs CO, 29 genes) were significantly annotated to 4 pathways (DU vs CE, “MAPK signaling pathway”; DU vs CO, “Bacterial invasion of epithelial cells” and “Pancreatic cancer”; CE vs CO, “PI3K-Akt signaling pathway”). (S10 Table).

In this study, we used the significantly enriched pathways as the base point to reveal the network regulatory relationship between miRNAs and their target genes. Using protein–protein interaction analysis in the STRING database, we identified 92 candidate target genes with interactions, which were regulated by 65 differentially expressed miRNAs. We cross-referenced these targets with the protein–protein interaction network using Cytoscape 3.4 and constructed a regulatory network of 157 nodes and 615 interactions (Fig 5). In this network, five genes were identified as hub genes (top 5% interaction degree), PIK3CB, VEGFA, MAPK14, PIK3R1, and CASP3, the 5 hub genes may perform important functions in the constructed regulatory network. Therefore, their corresponding predicted regulatory miRNAs were identified as hub miRNAs (PIK3CB: bta-miR-125a and bta-miR-206; VEGFA: novel-miR-70 and novel-miR-378; MAPK14: oar-miR-133; PIK3R1: bta-miR-1343-3p; CASP3: novel_mir_174).

**Fig 5:**
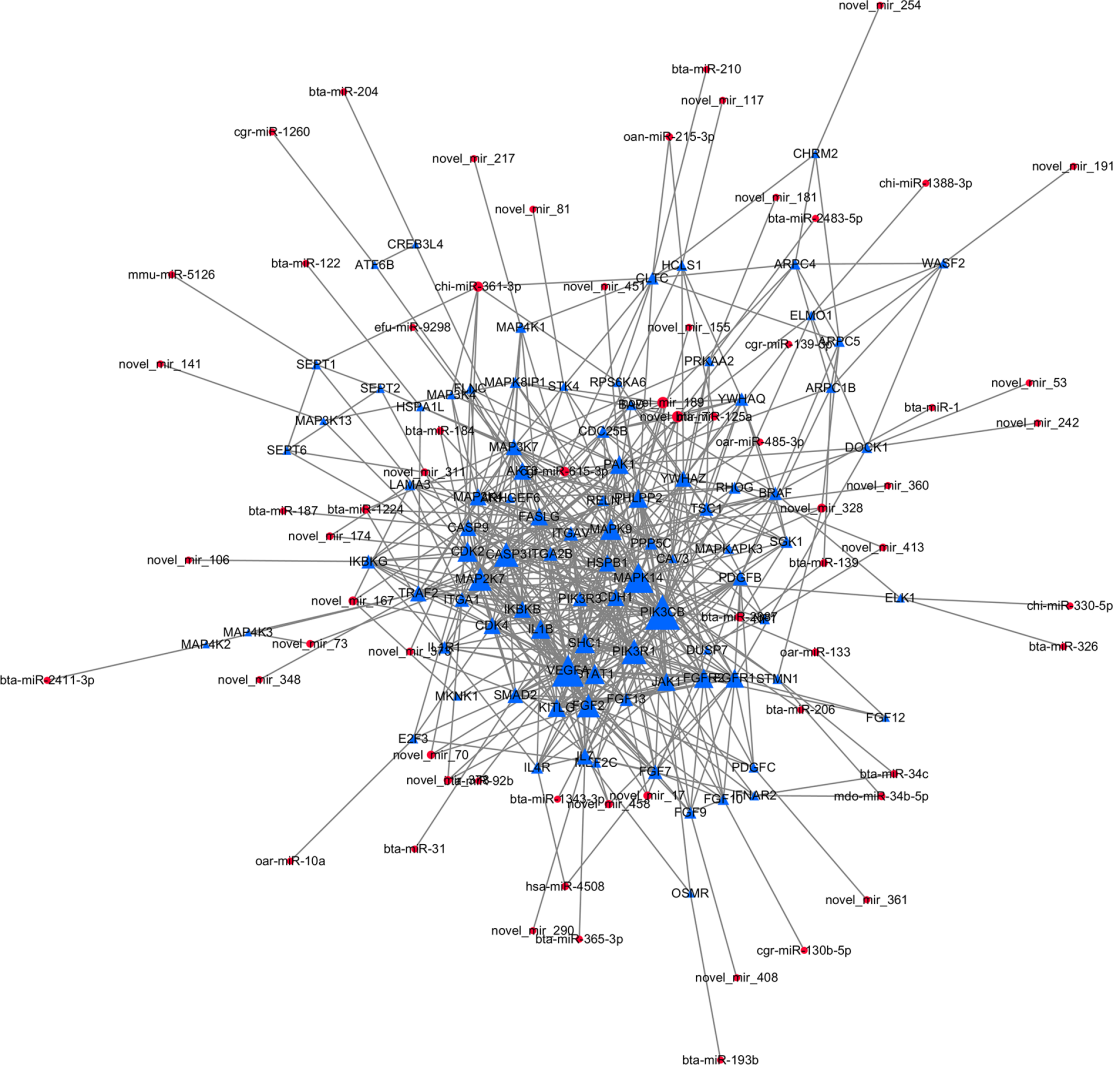
Regulatory network linking the differential expressed miRNAs and their predicted target genes. The node size was decided on the basis of the interaction degree value. Blue triangle node: Protein coding gene. Red circular node: miRNA.

## Discussion

miRNAs are a major class of post-transcriptional regulatory factors that have been heavily studied in recent years. miRNAs are extensively involved in various biological processes, such as development and metabolism. Despite extensive research on miRNAs in intestinal diseases and homeostasis, little work has been dedicated to the intestines of sheep, which exhibit a unique digestive system. Only one recent study examined miRNAs in sheep and investigated the miRNA expression profile of sheep intestines that were infected with parasites [42]. In the present study, based on sequencing of miRNA libraries from the duodenum, cecum, and colon of *Ovis aries*, we found that miRNAs were primarily concentrated on Chr18, while Chr5 had the highest distribution frequency of reads (S5 Table). 

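S2 Table places 55 precursors of known sheep miRNAs on chromosome 18, and 96 of the 146 known entries in the count files belong to them. With at least 10 reads in 1 library, 56 known miRNAs of chromosome 18 were detected. Their reads added up to 34308 in the DU library, 55292 in the CE library, and 45963 in the CO library, or 0.312% (Wilson 95% interval 0.309 to 0.316%), 0.416% (0.412 to 0.419%), and 0.369% (0.366 to 0.373%) of the reads of known miRNAs. Chromosome 5 held 4640151, 7340121, and 6644784 reads of known miRNAs, or 42.25%, 55.17%, and 53.38% (Wilson 95% intervals 42.22 to 42.28%, 55.15 to 55.20%, and 53.35 to 53.40%). With miRNAs listed at more than 1 position left out, the share of chromosome 18 in the CE library went from 0.4156% to 0.4161%. From the number of miRNAs on chromosome 18 and the number of reads on chromosome 5, the paper describes an uneven distribution over the chromosomes.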

Different chromosomes or chromosomal regions can be enriched in genes or other regulatory regions that govern certain functions. Analyzing the distribution of miRNAs on different chromosomes has great implications for investigating the regulatory functions of miRNAs. 

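The 3 known miRNAs on chromosome 5 were oar-miR-143 at 58323580 to 58323680, oar-miR-23a at 9936056 to 9936128, and oar-miR-27a at 9936230 to 9936307, all on the plus strand in S2 Table. oar-miR-143 took almost all of their reads, with 4606500, 7297109, and 6614344 reads in the DU, CE, and CO libraries. oar-miR-27a had 30294, 36615, and 27054 reads, and oar-miR-23a had 3357, 6397, and 3386 reads. Together they were 27.7%, 43.2%, and 40.1% of the reads mapped to the genome. Among the reads of known miRNAs alone, their share was 42.25% (Wilson 95% interval 42.22 to 42.28%), 55.17% (55.15 to 55.20%), and 53.38% (53.35 to 53.40%). It stayed the same when reads were divided over listed positions and changed most, to 42.32%, 55.24%, and 53.44%, when known miRNAs listed at several positions were left out.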

In the present study, only three known sheep miRNAs were detected on Chr5, which exhibited the highest distribution frequency of reads and accounted for more than 41.9% of the total reads. Our result indicates that there is indeed a bias in terms of the chromosomal distribution of differentially expressed miRNAs.

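Among the known miRNAs tested between the DU and CE libraries, 6 of 43 on chromosome 18 and 5 of 50 on other chromosomes were differentially expressed (Fisher's exact test, p = 0.7491). Between the DU and CO libraries, these were 4 of 44 and 2 of 50 (Fisher's exact test, p = 0.4136), and between the CO and CE libraries 0 of 44 and 2 of 50 (Fisher's exact test, p = 0.4967). An excess of differentially expressed known miRNAs on chromosome 18 was thus not detectable with these numbers. S3 Table lists predicted hairpins by sequence identifiers, which were not assigned to chromosomes here, so the comparison covers known miRNAs alone, 15 of the 178 differentially expressed entries. The only setting varied for these numbers was the fold-change minimum. Without it, 24, 15, and 10 known miRNAs of chromosome 18 passed the corrected p-value in the 3 comparisons, against 41, 44, and 38 of 50 on the other chromosomes. The share was lower on chromosome 18, but without a fold-change minimum it depends on read counts. Chromosome 18 held at most 0.416% of the reads of known miRNAs in a library, so this share cannot decide on the distribution over the chromosomes. All 24 and 15 in the comparisons with the DU library were expressed at lower levels in the DU library. The median log2 ratio of the known miRNAs on chromosome 18 was 0.6183 from DU to CE and 0.4765 from DU to CO, against -0.2993 and -0.2845 on the other chromosomes. From the positions of the miRNAs and reads, the paper concludes that differentially expressed miRNAs are unevenly distributed over the chromosomes.

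**Figure D3:**
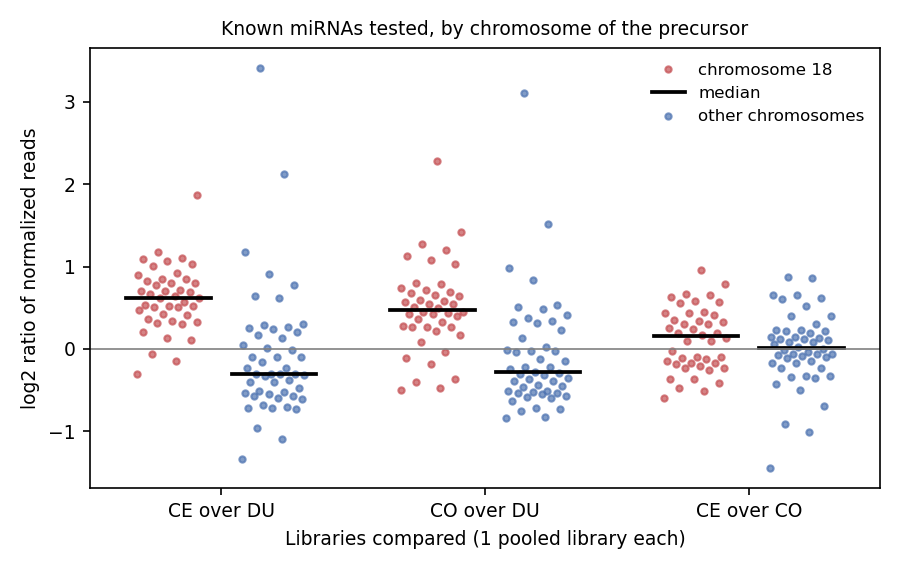
log2 ratios of normalized reads (vertical axis) of the known miRNAs tested in each comparison of libraries (horizontal axis), with precursors on chromosome 18 in red and on other chromosomes in blue. Each point is 1 miRNA in 1 pooled library per segment, and black lines are medians, 0.6183 and -0.2993 from DU to CE, 0.4765 and -0.2845 from DU to CO, and 0.1518 and 0.0095 from CO to CE.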

A typical feature of miRNAs is their strict spatiotemporal expression pattern. In this study, we identified 998,667, 731,745, and 1,035,225 unique sRNAs in the DU, CE, and CO libraries, respectively. 

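Of the 822 entries in the count files, 309 had reads in all 3 libraries, 103 in 2 libraries, 256 in 1 library, and 154 in none. Of the 256 entries, 120 were found in the DU library alone, 61 in the CE library alone, and 75 in the CO library alone. Known miRNAs were 7 of these 256 entries, and predicted miRNAs 249. With at least 10 reads for detection, 248 entries were found in all 3 libraries and 140 in 1 library, the largest change among the alternatives. Adding up predicted entries that contain each other's sequence left 161 entries in 1 library. After giving the numbers of unique small RNAs, the paper states that the libraries differ largely in their kinds of miRNAs.

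**Figure D4:**
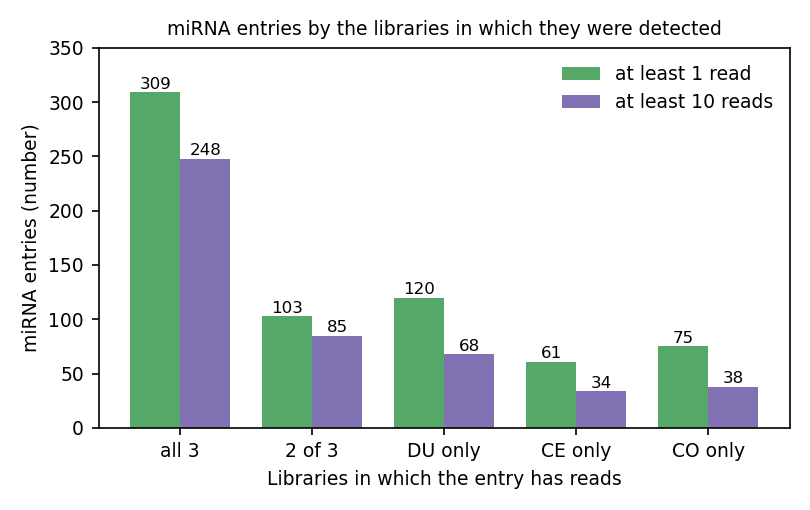
Number of miRNA entries (vertical axis) by the libraries in which they had reads (horizontal axis), with at least 1 read (green) and at least 10 reads (purple) for detection. The entries found in the DU library alone fell from 120 to 68, those in the CE library alone from 61 to 34, and those in the CO library alone from 75 to 38.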

There were large differences in the types of miRNAs between the different libraries. This result suggests that different miRNAs participate in the regulation of physiological functions of different intestinal segments by regulating their target genes, thereby mediating the unique physiological functions of these tissues. In the three libraries, miR-143 showed the highest expression level, with 4,606,500, 7,297,109, and 6,614,344 reads in the DU, CE, and CO libraries. 

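In the count files, oar-miR-143 (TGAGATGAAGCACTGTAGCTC) had 4606500, 7297109, and 6614344 reads in the DU, CE, and CO libraries. These were 16.75% (Wilson 95% interval 16.74 to 16.77%), 27.55% (27.53 to 27.56%), and 26.09% (26.07 to 26.11%) of the clean reads. The log2 ratio to the DU library was 0.6404 in the CE library (exact 95% interval 0.6387 to 0.6421) and 0.5363 in the CO library (0.5346 to 0.5381), below a fold change of 2, without a check against replicates. As a share of all reads counted in the files, which gave the highest values, oar-miR-143 reached 31.85%, 48.41%, and 48.04%.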

According to previous research, miR-143 primarily performs important functions as a tumor suppressor. In the intestines, miR-143 primarily functions in colorectal cancer and post-cancer repair of intestinal epithelial injury [43] and is likely involved in nutrient digestion and absorption. Other highly expressed miRNAs, e.g., miR-10a and miR-10b, were upregulated in the CE and CO libraries. 

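oar-miR-10a, at 37458700 to 37458808 on chromosome 11 in S2 Table, had 102586 reads in the DU library, 454716 in the CE library, and 290212 in the CO library. oar-miR-10b, at 132857579 to 132857677 on chromosome 2, had 40967, 444344, and 351203 reads. The log2 ratio to the DU library was 2.1249 (exact 95% interval 2.1151 to 2.1347) in the CE library and 1.5147 (1.5044 to 1.525) in the CO library for oar-miR-10a. For oar-miR-10b, it was 3.4159 (3.4013 to 3.4305) and 3.1142 (3.0994 to 3.129). All 4 corrected p-values were too small for double precision in the exact Audic-Claverie test, which has only sampling noise as its error. The CO and CE libraries differed by less than a fold change of 2, with log2 ratios from CO to CE of 0.6102 and 0.3017. Of the library sizes tried, that of edgeR TMM changed the ratios to the DU library most and raised the DU to CO log2 ratio of oar-miR-10a to 1.6717. The CO to CE log2 ratios changed most with the sum of the counts as library size, to 0.5174 and 0.2089. Together with earlier reports on these miRNAs, the paper proposes from these higher levels a link to the renewal of the mucosal epithelium.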

A previous study reported that miR-10a and miR-10b target Hox transcripts in several species and may play a major role in development [44]. Additionally, miR-10b is involved in cell cycle regulation and cancer recognition by the immune system [45, 46]. Taken together, the above information indicates that miR-10a and miR-10b may be related to the rapid regeneration of the intestinal mucosal epithelium in sheep. Moreover, bta-miR-215, hsa-miR-194-5p and bta-miR-192 were differentially expressed between the three types of intestinal tissues. 

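bta-miR-215 fell from 927737 reads in the DU library to 80024 in the CO library and 7390 in the CE library, or 55441, 4830, and 435 normalized reads. Its log2 ratios were -6.9952 from DU to CE (exact 95% interval -7.0285 to -6.9622), -3.5208 from DU to CO (-3.5312 to -3.5104), and -3.4744 from CO to CE (-3.509 to -3.44). The sequence of hsa-miR-194-5p is that of oar-miR-194, which had 153314, 73223, and 100577 reads in the DU, CE, and CO libraries. This 22-nt entry passed the fold change of 2 only from DU to CE (-1.0894, exact 95% interval -1.1021 to -1.0767). A 23-nt entry that contains its sequence was counted apart and passed it in all 3 comparisons (-6.8506, -3.8365, and -3.0141 from DU to CE, DU to CO, and CO to CE). The entry nested in bta-miR-192 had 967314 reads in the DU library, 490567 in the CE library, and 0 in the CO library. Its log2 ratio from DU to CE was -1.0028 (-1.0077 to -0.9978). This call was lost with all clean reads, the edgeR TMM library size (-0.8781), and DESeq2 size factors. An assumed biological coefficient of variation of 0.2 or 0.4 in the exact test of edgeR also removed it. The log2 ratio from DU to CO, -22.4628, rests on the replacement of 0 and changed most, to -17.8692, with 4 reads in place of 0, an alternative chosen after seeing the data. S5 Table lists 665579 reads of bta-miR-192 in the CO library as the paper's count. The paper reasons from such differences between the segments that these miRNAs may have regulatory roles specific to a tissue.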

The variation in miRNA expression levels between different intestinal segments may indicate the important regulatory roles of miRNAs in the development and normal maintenance of intestinal morphology and structure, as well as the performance of various tissue-specific functions.

Studies on miRNAs and their target genes are important for understanding the mechanisms of miRNAs in various biological processes [47, 48]. A total of 4,422 candidate target genes were obtained in the present study. Based on the observed regulatory relationship between miRNAs and their target genes, one miRNA might regulate multiple target genes; in turn, a given target gene could be regulated by numerous miRNAs. This result is consistent with those of previous studies [49].

The GO annotation and KEGG pathway enrichment analysis for target genes can provide a comprehensive description of the attributes of genes and gene products in organisms, helping to understand the biological functions and associated signaling pathways of candidate target genes. In the GO annotation, DU vs CE and DU vs CO showed almost exactly the same enrichment results, while the GO analysis result of CE vs CO is much more different. Such results are consistent with functional differences between intestinal segments. In the KEGG analysis, only 4 pathways achieved significant enrichment level. Although the three differentially comparison groups obtained a completely different KEGG enrichment result, (DU vs CE: MAPK signaling pathway; DU vs CO: Bacterial invasion of epithelial cells, Pancreatic cancer; CE vs CO: PI3K-Akt signaling pathway), their related functions are highly similar. All of the four pathways are functionally related to cell proliferation and apoptosis, which indicates the differentially expressed miRNAs might affect cell proliferation and apoptosis of different intestinal segments via targeted regulation of related genes, resulting in different intestinal functions.

The regulation of gene expression is extremely complex. To explore the intricate regulatory relationships between differentially expressed miRNAs, candidate target genes, and gene products, we constructed an interactive regulatory network comprising 65 miRNAs and 92 candidate target genes by exploring gene interactions in the STRING database. In this combined regulatory network, gene PIK3CB, VEGFA, MAPK14, PIK3R1, and CASP3 were identified as hub genes, and their related miRNAs were detected as hub miRNAs. As a potential related miRNA of PIK3CB, miR-206 was reported as a regulatory miRNA on cell proliferation and apoptosis [50, 51], and was identified with PIK3CB showing sensitive to initial injury intensity induced by freeze damage [52]. Another potential related miRNA of PIK3CB, miR-125a, was reported as important regulation miRNA on metabolism [53] and cell development [54]. However, the targeting relationships between miR-125a, miR-206 and PIK3CB are still not reported and verified. 

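The entry nested in bta-miR-125a had 31839 reads in the DU library, 56889 in the CE library, and 75435 in the CO library, or 1903, 3345, and 4553 normalized reads. Its log2 ratio to the DU library was 0.8141 (exact 95% interval 0.7943 to 0.8339) in the CE library and 1.2589 (1.2399 to 1.2778) in the CO library. bta-miR-206 (TGGAATGTAAGGAAGTGTGTGG) had 728, 511, and 298 reads, or 43.5, 30.0, and 18.0 normalized reads. Its log2 ratio to the DU library was -0.5339 (-0.6999 to -0.3687, corrected p = 3.62e-08) in the CE library and -1.2742 (-1.4735 to -1.0778, corrected p = 8.69e-39, exact Audic-Claverie test) in the CO library. Between the DU and CE libraries, neither miRNA reached a fold change of 2. The edgeR TMM library size moved the DU to CO log2 ratios most, to 1.4158 for bta-miR-125a and -1.1172 for bta-miR-206. The paper reads the opposite directions of these miRNAs, both predicted to target PIK3CB, as opposite expression patterns between the segments.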

Furthermore, in the present study, miR-125a and miR-206 showed opposite expression patterns, miR-125a showed higher expression in cecum and colon, while miR-206 showed highest expression in duodenum. For VEGFA, potential related miRNAs novel-miR-70 and novel-miR-378 were both novel identified miRNAs. 

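novel_miR_70 (CTCTGCCCGCTCTCTGTCTTAC, 22 nt) had 84 reads in the CO library and 0 reads in the DU and CE libraries, where 3 reads correspond to 0.179 and 0.176 normalized reads. Its corrected p-value was 1.23e-23 against the DU library and 5.52e-24 against the CE library (exact Audic-Claverie test). novel_miR_378 (CTCTGCCCGCTCTCTGTCTTACA, 23 nt) had 15 reads in the DU library, 28 in the CE library, and 0 in the CO library. It was differentially expressed between the CO and CE libraries (corrected p = 1.77e-06, exact Audic-Claverie test) and not between the DU and CE libraries. With 0.896 normalized reads in the DU library, it fell below the filter between the DU and CO libraries and was not tested there. S3 Table lists a single hairpin position for both, starting at 15688452 on the plus strand, with the 23-nt sequence in the DU and CE libraries and the 22-nt sequence in the CO library. With predicted entries that contain each other's sequence added up, the log2 ratio from CO to CE changed from 7.3633 for novel_miR_378 and from -8.9859 for novel_miR_70 to -1.6226 for both together, and that from DU to CO became 2.4998. The paper lists both among the hub miRNAs, as predicted regulators of VEGFA.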

Comparative analysis reveals that novel-miR-70 and novel-miR-378 showed homology with unannotated novel miRNA “chr5_15893_mature” [20] and “gi-417531957-ref-NC_019462.1-:15688451:15688536:+” [33], while their detailed functions kept unknown. For gene MAPK14, oar-miR-133 has been identified as the only related miRNA. miR-133 has been reported as an important regulatory factor on cell apoptosis [55] and conversion [56]. 

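oar-miR-133, at 54047670 to 54047763 on chromosome 13 in S2 Table, had 3946 reads in the DU library, 9086 in the CE library, and 4867 in the CO library. The log2 ratio from DU to CE was 1.18 (exact 95% interval 1.1259 to 1.2343), and its corrected p-value was too small for double precision. From DU to CO, the log2 ratio was 0.3171 (0.2562 to 0.378, corrected p = 2.91e-22), and from CO to CE 0.863 (0.8126 to 0.9135, corrected p = 7.93e-258, exact Audic-Claverie test), both below a fold change of 2. With the edgeR TMM library size, the log2 ratio from DU to CE rose to 1.3047, the largest shift among the alternatives. From its predicted pairing with MAPK14, the paper proposes that miR-133 acts on the function of the intestinal segments through this gene.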

The predicted relationship between miR-133 and MAPK14 may indicates that mir-133 may affect the function of different intestine segments by regulating the expression of MAPK14, while more experiments will be required to confirm this assumption. For gene PIK3R1, the only related miRNA is miR-1343-3p, which showed highest expression in colon. 

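The 2 entries nested in bta-miR-1343-3p had 472 reads together in the DU library, 741 in the CE library, and 1042 in the CO library, or 28.2, 43.6, and 62.9 normalized reads. The log2 ratio from DU to CO was 1.1569 (exact 95% interval 0.9986 to 1.3169, corrected p = 2.04e-48). It was 0.6274 from DU to CE (0.459 to 0.797, corrected p = 2.74e-11) and -0.5295 from CO to CE (-0.6673 to -0.3922, corrected p = 4.68e-12, exact Audic-Claverie test), so the CO library had the highest level, by less than a fold change of 2 over the CE library. The alternative that changed the DU to CO value most was the edgeR TMM library size, with 1.3139. The paper names bta-miR-1343-3p as the hub miRNA predicted to regulate PIK3R1.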

Recent studies have shown that miR-1343-3p has tumor suppressor effect on multiple cancers [57, 58]. 

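novel_miR_174 (TCCACTGATGACTTCTTATTA, 21 nt) had 52 reads in the CE library, or 3.06 normalized reads, and 0 reads in the DU and CO libraries. There, 3 reads correspond to 0.179 and 0.181 normalized reads, and the smallest count of a predicted miRNA is 5 reads, so lower levels were not detectable. The log2 ratio was 8.2564 against both libraries, with corrected p-values of 1.18e-13 against the DU library and 1.44e-13 against the CO library (exact Audic-Claverie test). S3 Table lists its hairpin, from 201071924 to 201071993 on the minus strand, for the CE library alone. With 4 reads in place of 0, an alternative chosen after seeing the data, the log2 ratios were 3.6772 and 3.6628. The paper describes novel_miR_174 as specifically expressed in the cecum. From the lack of an earlier report, it proposes that this miRNA could be specific to a tissue.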

And for gene CASP3, a cecum specifically expressed novel-miR-174 has been identified as the only related miRNA. To our knowledge, there is currently no report about novel-miR-174, which indicates novel-miR-174 could be a tissue-specific miRNA. In summary, the hub miRNAs detected in this regulatory network may participate in intestinal epithelial morphogenesis, development, and growth, playing a role in maintaining intestinal homeostasis and metabolism. However, the targeting relationships between hub miRNAs and hub genes were not verified, and their specific mechanisms of functions are still unknown. Further researches will be performed to confirm the specific functions of these miRNAs.

## Conclusions

In this study, we successfully constructed three sRNA libraries (DU, CE, and CO) in *Ovis aries*. In total, 106 known miRNAs, 458 conserved miRNAs, 192 unannotated novel miRNAs, and 195 differentially expressed miRNAs were identified by high-throughput sequencing and bioinformatics analysis. Additionally, 3,437 candidate target genes were significantly annotated to 17 GO terms and enriched in 4 KEGG biological pathways, such as “MAPK signaling pathway”, “Bacterial invasion of epithelial cells”, “Pancreatic cancer” and “PI3K-Akt signaling pathway”. Lastly, a combined regulatory network containing 92 candidate target genes and 65 differentially expressed miRNAs was constructed, among which 7 miRNAs were identified as hub miRNAs. The results provide a reference for elucidating, at the post-transcriptional level, the regulatory mechanisms that differentiate the morphological structures and physiological functions of the duodenum, cecum, and colon in sheep.

## Supporting information

S1 Fig Workflow for the differential expression analysis and functional annotation of miRNAs. (TIF) Click here for additional data file.

S2 Fig Overview of miRNA annotation, identification, differential expression analysis and functional annotation results. (TIF) Click here for additional data file.

S3 Fig Log2 transformed read distribution box plots for the three libraries. (TIF) Click here for additional data file.

S1 Table Primer sequences for qRT-PCR validation. (XLSX) Click here for additional data file.

S2 Table Distribution of reads and sheep known miRNAs on chromosome. (XLSX) Click here for additional data file.

S3 Table Mireap novel miRNA precursor hairpins prediction results. (XLSX) Click here for additional data file.

S4 Table Mireap novel miRNA construction results. (XLSX) Click here for additional data file.

S5 Table Known, conserved and novel miRNAs identified in three libraries. (XLSX) Click here for additional data file.

S6 Table Comparison results of unannotated novel miRNAs. (XLSX) Click here for additional data file.

S7 Table Differentially expressed miRNAs between different libraries. (XLSX) Click here for additional data file.

S8 Table Targetscan and miRanda differentially expressed miRNAs target prediction results. (XLSX) Click here for additional data file.

S9 Table GO functional enrichment for candidate target genes. (XLSX) Click here for additional data file.

S10 Table KEGG pathway annotations for candidate target genes. (XLSX) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

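Small RNA was sequenced in 3 libraries, from the duodenum (DU), the cecum (CE), and the colon (CO) of sheep. Each library held the pooled RNA of the same 3 ewes aged 11 months, so there was 1 library per segment and no replicate. The authors removed low-quality reads, adapter contaminants, reads without insert, polyA reads, and short reads, and mapped the clean reads to the Oar_v4.0 genome with SOAP. They identified known miRNAs with BLAST against miRBase 21.0 and predicted others with miReap. The files deposited by the authors hold raw read counts, without normalization, for 822 entries with mature sequences. How the predicted entries were chosen and numbered is not stated in the paper or the files. The counts were whole numbers, and the counts of all 106 known miRNAs in S5 Table were identical in the files.

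The counts added up to 14462675 reads in the DU library, 15072945 in the CE library, and 13769740 in the CO library. The clean reads numbered 27498891, 26490229, and 25351117, and those mapped to the genome 16733785, 17005544, and 16567397, as Table 1 of the paper states them. A normalized read is a count divided by the mapped reads, per 1000000. The methods of the paper name clean reads in the formula, but the normalized values in S7 Table follow from the mapped reads, so these were the main setting and clean reads an alternative. With 3 reads as the smallest number taken as visible, the floor was 0.179, 0.176, and 0.181 normalized reads in the DU, CE, and CO libraries. Shares of reads have Wilson 95% confidence intervals, at most 0.0389 percentage points wide for the shares of clean reads, and log2 ratios have exact 95% intervals from the binomial split of the reads between both libraries. These intervals describe sampling noise and not the spread between animals.

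Libraries were compared in pairs (DU and CE, DU and CO, CO and CE) with the Audic-Claverie test, an exact test on the counts, with 2 times the smaller tail as the p-value. It is the test whose formula the methods of the paper print, and the doubled tail was taken from the p-values of S7 Table. Entries with at least 1 normalized read in either library were tested. Differential expression required a Bonferroni-corrected p-value under 0.01 and a fold change of at least 2, and a normalized value of 0 was replaced by 0.01 in the log2 ratio. Over 265 p-values of S7 Table, the largest difference was 0.46%. The implementation was also tested on simulated data. With Poisson counts, all 200 entries changed by a fold change of 4 were found and 0 of 129 unchanged entries tested were called. With negative binomial counts of a biological coefficient of variation of 0.4, 84.5% of the changed entries were found, but 11 of 135 unchanged entries were called. The changed entries were drawn only from those with more expected reads, so most unchanged entries had fewer reads. The share of false calls among entries with many reads was therefore not measured. The quasi-likelihood test of edgeR and the permutation of samples were not used, since 1 library per segment gives no estimate of the spread.

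The miRNAs reported by name were chosen by a rule: every miRNA named in the results, discussion, or figure legends with a row in the files, the 5 with the most reads in each library, and in each comparison and direction the 3 with the largest fold change among those called with at least 10 reads in both libraries. Entries were linked to the names of the paper by name or by mature sequence, and where only a sequence containing the other existed, this is stated as nested. S2 Table gave the chromosomes and positions of known precursors, S3 Table the hairpins of predicted miRNAs, and S5 and S7 Tables the counts and calls of the paper. No reference genome was used here, so no read or hairpin was mapped again, and predicted miRNAs, which S3 Table lists by sequence identifiers, were not assigned to chromosomes. Target prediction, GO, KEGG, network, and qRT-PCR results rest on data that are not in the files analysed here and were left out.

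A total of 12 alternative settings were tried for the calls. The library size was taken as all clean reads, as the sum of the counts in the file, from the TMM method of edgeR 4.0.16 (factors of 1.0623, 0.9501, and 0.9908), or from the size factors of DESeq2 1.42.0 (1.0192, 0.9692, and 0.9788). The filter was dropped or replaced by at least 10 reads in both libraries. The Bonferroni correction was replaced by that of Benjamini-Hochberg, and the test by the exact test of edgeR with an assumed biological coefficient of variation of 0.2 or 0.4. 1 read was added to both counts in the log2 ratio, entries with identical counts and overlapping sequences were counted as 1, and predicted entries that contain each other's sequence were added up. Shares of reads were recomputed with other denominators, detection with at least 10 reads, and shares by chromosome with other placements of miRNAs listed at several positions. Further alternatives were chosen after seeing the data: known sheep miRNAs only, 4 reads in place of 0 in predicted entries, the counts of S5 Table in place of those of the files, and the 23-nt entry in place of the known oar-miR-194. Computations used Python 3.11.15 with numpy 2.4.6 and scipy 1.17.1, R 4.3.3, and matplotlib 3.10.9.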

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

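A total of 19 entries for 13 miRNAs that the paper lists in S5 Table but does not discuss were flagged for a signal in data outside those it reports on: at least 500 reads in 1 library and a log2 ratio of at least 6 in either direction in at least 1 comparison. There were no control samples, and all of these counts lie far above 3 reads. Each value below is the largest log2 ratio of the entry, and each rests on a count of 0 in 1 library that was replaced by 0.01 normalized reads. Nothing could be compared with replicates.

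In 9 miRNAs, the flagged entry and other entries that share at least 16 nt with it, of another length or start, split the libraries between them. For bta-miR-140, the 22-nt entry TACCACAGGGTAGAACCACGGA had 13129 reads in the DU library and 0 in the others (log2 ratio of CE to DU -16.2596), while the 21-nt entry TACCACAGGGTAGAACCACGG had 0 in the DU library, 11510 in the CE library, and 8924 in the CO library (16.0465). Added up, the log2 ratio from DU to CE was -0.2131. For bta-miR-429, the 22-nt entry had 3959 and 3216 reads in the DU and CE libraries and 0 in the CO library (-14.5301), and the 21-nt entry 4268 reads in the CO library alone (14.6529), and the log2 ratio of their sum was 0.1228 from DU to CO. The same held for chi-miR-361-3p (-15.8481 and 14.8227, added up -1.0694 from DU to CE), cgr-miR-542-3p (-11.8223 and 12.3258, added up 0.5034), bta-miR-425-5p (-12.495 and 11.5361, added up -0.959), and bta-miR-769 (-11.9301 from DU to CO, added up -0.7858). For bta-miR-744, the entries of -13.5493 (DU to CE) and 13.4138 (DU to CO) are shifted by 1 base, and the log2 ratio of their sum was -0.1355 from DU to CO. From DU to CE it stayed at -13.5493, since neither entry has reads in the CE library, where S5 Table lists 1407 reads of bta-miR-744 (-0.5349).

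A larger difference remained after adding up the entries of bta-miR-122 and bta-miR-31. bta-miR-122 had a flagged log2 ratio of -13.6626, and its entries together 2170, 281, and 372 reads in the DU, CE, and CO libraries, or -2.9723 from DU to CE. bta-miR-31 was flagged at -12.5173, and its entries had 981, 12, and 10 reads, or -6.3764 from DU to CE.

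No entry with overlapping sequence and reads in the other libraries existed for the remaining 4 miRNAs. The entry nested in bta-miR-222 had 6655 reads in the CO library and 0 in the others (15.2938 from DU to CO), and the entry nested in bta-miR-1307 had 6775 reads in the DU library alone (-15.3052 from DU to CE). S5 Table lists 6832, 6650, and 6670 reads of bta-miR-222 and 6775, 5272, and 4254 reads of bta-miR-1307, so the paper's counts put the log2 ratios at -0.0202 and -0.3851. For mmu-miR-802-5p (600 reads in the DU library alone, -11.808 from DU to CE) and bta-miR-196a (0, 1171, and 344 reads, 12.7494 from DU to CE), S5 Table lists 600, 0, and 2 reads and 3, 1171, and 344 reads, which leave the difference in place. Of all 19 flagged entries, 13 had a log2 ratio under 1 in either direction with the counts of S5 Table.

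The flagged entries share a pattern with all predicted entries called with 0 reads in 1 of the 2 libraries, 219 calls over the 3 comparisons, and 5 explanations were tested on these. The first was that rows of different length hold the same miRNA in different libraries: 65.7534% of the calls had another row, overlapping by at least 16 nt, with reads in the library with 0, against 39.1% of the 87 calls of predicted entries with reads in both. The second was that the same hairpin was predicted in the library with 0 reads: of the 109 calls whose sequence is an arm in S3 Table, 58.7156% had an overlapping hairpin of that library. Both shares exceed the 50% set in the predictions, so a split of 1 miRNA over several rows may account for many of these calls. An overlap of 16 nt can also join different miRNAs, so the first share overstates such splits. For example, the row nested in bta-miR-192, with 0 reads in the CO library, counts because of the 80024 reads of bta-miR-215 there. The third, that S5 Table lists reads in the library with 0 reads under the identical sequence, held for 27.0833% of the 144 calls with such a sequence, but this share is a mix of unlike classes. It held for 35 of 35 calls with the sequence of a conserved miRNA and for 4 of 109 calls with that of an unannotated miRNA, whose counts in S5 Table are mostly those of the files, so that a 0 there carries no information. Reads in S5 Table do not always remove the difference. With its counts in both libraries, the log2 ratio was under 1 in either direction for 25 of the 35 calls of conserved miRNAs. A difference in the same direction was kept by bta-miR-135b (-6.6232 from DU to CE), bta-miR-196a (8.5853), bta-miR-122 (-2.9723), chi-miR-361-3p (-1.0691), and bta-miR-216a (-2.8925 from DU to CO). The direction was reversed for bta-miR-2478 (1.3789 from DU to CE) and bta-miR-204 (-1.2339 from CO to CE). The fourth, that the 5-read minimum hides up to 4 reads, was weighed by putting 4 reads in place of 0, after which 73.0594% of the calls remained, so the minimum alone does not remove them.

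After these tests, 19 rows were left for expression limited to 1 segment. Of these, 12 had reads in 1 library and 7 in 2 libraries, so the 7 cannot be limited to 1 segment. Among the 12, both rows of bta-miR-744 and the row of novel_miR_433 were left in only 1 comparison. In another comparison, an overlapping row had 1808, 2006, and 26 reads in the library with 0, so the tests do not leave these rows as limited to 1 segment. For 9 of the 19 rows, the miRNA of S5 Table that contains or is contained in their sequence has reads in the library where the file has 0. The other 10 rows had at most 52 reads in any library, the count of novel_miR_174. Whether the rows with reads in 1 library are limited to that segment cannot be told apart from the authors' filtering of predicted entries or from variation between animals, since there is 1 pooled library per segment. The predictions for these tests were written after their results had been seen, apart from that on expression limited to 1 segment.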

How the results depend on the processing

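The tests, thresholds, and alternatives were written down before the count files arrived, but S5 and S7 Tables, which list counts of these libraries, had been read by then. Of 86 log2 ratios of named miRNAs, 43 kept their direction and side of the thresholds under every alternative set in advance that covered them. Among them were those of bta-miR-215 from DU to CE and novel_miR_174. Not every alternative covered every ratio: all clean reads covered 83, and at least 10 reads in both libraries covered 75. The latter leaves out novel_miR_174, which had 0 reads in the DU and CO libraries. Of 27 other results, 4 were unchanged. The replicate block was not run because each segment has 1 library and no replicates.

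The number of differentially expressed entries, 127 from DU to CE (42 higher in CE, 85 in DU), 123 from DU to CO (50 in CO, 73 in DU), 75 from CO to CE (33 in CE, 42 in CO), and 178 in any comparison, depended most on entries with 0 reads and on the assumed spread between animals. With at least 10 reads in both libraries, which removes every call with 0 reads, 48 (17 in CE, 31 in DU), 35 (13 in CO, 22 in DU), 16 (7 in CE, 9 in CO), and 65 entries were left. All 3 libraries pool RNA of the same ewes, so the coefficient of variation that suits them is unknown. The exact test of edgeR treats the libraries as independent and adds an assumed variation to the sampling noise. With an assumed coefficient of variation of 0.2, it called 76 entries from DU to CE (47 higher in DU). With 0.4, it called 38 (14 in CE, 24 in DU), 40 (17 in CO, 23 in DU), 31 (14 in CE, 17 in CO), and 61 entries, and 36, 39, and 31 of the calls in the 3 comparisons had 0 reads in 1 library, so almost no call with reads in both libraries was left. The data hold no estimate of this variation, and this limits every count of calls. Adding up nested predicted entries, which joins reads of 1 miRNA under several rows, left 25 entries higher in CE than in DU and 48 from CO to CE (18 higher in CE).

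Known sheep miRNAs only, an alternative chosen after seeing the data, gave 11 entries (9 in CE, 2 in DU), 7 (7 in CO, 0 in DU), 2 (0 in CE, 2 in CO), and 16 in any comparison, because predicted entries make up most of the calls. Also chosen after seeing the data, 4 reads in place of 0 gave 104, 96, and 66 entries, and the counts of S5 Table gave 131, 123, and 61.

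Reversed rows were small log2 ratios within the uncertainty of the library size or entries split by length. oar-miR-200b changed from -0.0178 from DU to CE to 0.0593 with all clean reads, 0.1068 with TMM, and 0.078 with DESeq2 size factors. oar-miR-21 changed from -0.0185 from DU to CO to 0.0844 with all clean reads, 0.0379 with the sum of the counts, 0.1385 with TMM, and 0.0255 with DESeq2 size factors. novel_miR_378 changed from 7.3633 from CO to CE to -1.6226 when nested entries were added up. Of the other rows of named miRNAs under alternatives set in advance, 64 were weaker, 40 of them with an assumed coefficient of variation of 0.4, and 4 were stronger, all of oar-miR-200b from DU to CO.

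The share of known miRNAs rose from 39.94%, 50.22%, and 49.11% of clean reads in the DU, CE, and CO libraries to 65.6364%, 78.2339%, and 75.1416% of mapped reads and 75.9434%, 88.2648%, and 90.4085% of counted reads, since only the denominator shrinks. That of miR-143 rose likewise to 27.5281%, 42.9102%, and 39.9239% and to 31.851%, 48.412%, and 48.0354%. The 23-nt entry in place of oar-miR-194, chosen after seeing the data, moved its normalized reads from 9162, 4306, and 6071 to 8802, 76.3, and 616. Entries found in 1 library fell from 256 to 140 with at least 10 reads and to 161 with nested entries added up, as low counts and split entries leave. On chromosome 5, leaving out miRNAs listed at several positions gave 42.3206%, 55.2361%, and 53.4386% of known reads. Without the fold-change minimum, 24, 15, and 10 known miRNAs on chromosome 18 were called in place of 6, 4, and 0, since many of their changes are smaller than a fold change of 2, and elsewhere 41, 44, and 38 of 50 were called.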

Differences from the paper's values

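Values that the paper states were compared with those computed from the files. Of 19 values in the text, 0 were counted as differing, of 109 in the supplementary tables 8, and of 3 read from a figure 2. With no spread between replicates, log2 ratios were compared by their exact 95% interval, and the other values by their ratio. Ratios within the factor named below for the numbers of differentially expressed miRNAs were not counted. The paper's 61 calls between CO and CE, against 75 here, thus passed. For chromosome 5, the paper states a share of the total reads. Its value lies near the lowest share of known-miRNA reads, 42.25% in the DU library. These reads were 27.7% of the mapped reads there, so agreement for total reads is not shown.

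For oar-miR-194, the paper's bars in Fig 3A, read by eye, lie at about 80 normalized reads in the CE library and about 620 in the CO library, and the known 22-nt entry in the files had 4306 and 6071. No alternative set before the files arrived applies to these values. The 23-nt entry with the sequence of the primer, chosen after seeing the values, had 76.3 and 616 normalized reads.

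S5 Table gives 665579 reads of bta-miR-192 in the CO library as the paper's count, and the nested entry in the files had 0. For bta-miR-2478, the paper's counts are 1218, 3219, and 1903 reads in the DU, CE, and CO libraries, and the files had 17, 0, and 33. For hsa-miR-194-5p, the paper's count in the DU library is 271968, and the entry of identical sequence had 153314. Counting identical entries once or adding up nested predicted entries closed none of these gaps. Neither adds the known oar-miR-194 to its 23-nt entry (147296 reads in the DU library), so neither could move the value of hsa-miR-194-5p.

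In S7 Table, the paper's log2 ratio of bta-miR-2478 from DU to CE is 1.3789, and that from the files was -6.6666. The paper's log2 ratios of hsa-miR-194-5p are -1.9163 from DU to CE and -1.4207 from DU to CO, against -1.0894 and -0.5938 from the files. None of the alternatives set before the files arrived closed these gaps. For hsa-miR-194-5p they could not decide whether split entries account for the gap. None of them adds the known oar-miR-194 to its 23-nt entry, which had 147296, 1297, and 10208 reads in the DU, CE, and CO libraries.

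The numbers of differentially expressed miRNAs did not differ by the factor of 1.5, although they cover another set of entries. The paper's numbers of 131, 123, 61, and 195 were reached with the counts of S5 Table, an alternative chosen after seeing the values, which gave the same numbers. That alternative put 30 miRNAs higher in CO and 31 higher in CE, where the paper states 29 and 32. For the total, the correction of Benjamini-Hochberg also gave 195.

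Some rankings and directions of the paper were not, or only in part, those of the files. The paper places the highest level of bta-miR-2478 in the cecum, and the files had 0 reads there and the most, 33, in the CO library. In its account of known miRNAs, the paper names the miR-21, miR-148a, miR-26, and let-7 families after miR-143, without an order among them. With predicted entries included, an entry nested in bta-miR-192 had rank 3 in the DU library with 967314 reads and bta-miR-215 rank 4 with 927737. Summed over known members, the let-7 family held 6.97% of the clean reads of the DU library and miR-21 5.35%. In the CE library, the miR-10 family held 3.39% of the clean reads and miR-148a 1.35%. The paper describes bta-miR-192 and hsa-miR-194-5p as differentially expressed between the segments. The entry nested in bta-miR-192 was called in all 3 comparisons, although those with the CO library rest on 0 reads there. oar-miR-194, of the same sequence as hsa-miR-194-5p, was called from DU to CE (-1.0894). This 22-nt entry alone stayed below a fold change of 2 from DU to CO (-0.5938) and from CO to CE (-0.4956). The 23-nt entry, counted apart, passed it in both (-3.8365 and -3.0141).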

Other observations

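The known miRNAs on chromosome 18 were higher in the CE library than in the DU library. Of 43 tested, 40 had a positive log2 ratio, against 17 of 50 on other chromosomes, and the medians were 0.6183 and -0.2993. The paper does not report this shift. If the known miRNAs all shifted alike, random sets of them would give such a difference of 0.9176, but the permutation p was 1.00e-05, the smallest that 100000 permutations can give. Low counts do not account for it, since with at least 100 reads in both libraries the difference was 0.9962. With GC content taken out by a straight line, the permutation p was again 1.00e-05, and reads shared between near-identical miRNAs do not account for it either, as the difference was 0.7717 without miRNAs within 2 bases of another. From DU to CO the difference was 0.761 (permutation p = 1.00e-05), and from CO to CE 0.1423 (permutation p = 0.2758). A candidate explanation is more muscle RNA in the CE library. The listed muscle miRNAs with a row in the files, oar-miR-133, bta-miR-206, and oar-miR-143, had log2 ratios of 1.18, -0.5339, and 0.6404 from DU to CE, with a median of 0.6404, above that of chromosome 18 but not all in 1 direction. miR-1 and miR-145 had no row. With the counts that S5 Table lists for them as the paper's, their log2 ratios from DU to CE were 1.0319 and 0.6103. Thus 4 of the 5 listed muscle miRNAs were higher in the CE library. From DU to CO, where chromosome 18 was also higher, the listed muscle miRNAs again did not share 1 direction. Their log2 ratios were 0.6137 for miR-1, 0.3171 for miR-133, -1.2742 for miR-206, 0.5363 for miR-143, and -0.5444 for miR-145. The pattern therefore cannot be told apart from a different mix of cells in the pooled tissue, nor from differences between libraries, as there is 1 library per segment. Neighbouring miRNAs can be made from 1 transcript, and the permutations treat them as independent. The predictions for a common shift and for muscle RNA were written after the values had been seen, the others before.

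The 23-nt entry of miR-194 followed bta-miR-215 and not the 22-nt entry. Among 135 other rows with reads in all 3 libraries and at least 1000 reads in total, its profile over the libraries had rank 1 by distance from that of bta-miR-215 (0.3329), and oar-miR-194 had rank 7 (4.1761). The entry held 15.9%, 17.6%, and 12.8% as many reads as bta-miR-215 in the DU, CE, and CO libraries, and 49.0%, 1.7%, and 9.2% of the reads of both miR-194 entries. A candidate explanation is that it is made with miR-215 from one transcript, while the 22-nt entry also counts a second gene of the same mature sequence. The rank of 1 restates the pattern that prompted this explanation, so it cannot decide on it. S2 Table places oar-miR-194 on chromosome 21, but the position of a second gene is not in the files analysed here. The other explanation is that 3' ends were trimmed differently between the libraries. Only 2 other pairs of entries that differ by 1 nt at the 3' end had reads in both DU and CE, and the longer entry changed by -0.0086 and 0.4462 on the log2 scale against the shorter one, compared with -5.7613 in miR-194. With 2 pairs of at most 219 reads, this explanation cannot be ruled out. Both predictions were written after the values had been seen.

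miRNAs of the Hox clusters were higher in the CE and CO libraries than in the DU library. The list, written by hand, held miR-10a, miR-10b, miR-196a, miR-196b, and miR-615-3p, of which 4 had a row in the files. Their median log2 ratio was 2.7704 from DU to CE and 2.3456 from DU to CO, and all 4 were higher in both comparisons. Random sets of 4 among the 257 rows with at least 100 reads in total gave as high a median with a permutation p of 0.0095 and 0.0141. The set was listed after values of its members had been seen, so these p-values cannot decide whether it stands out. The library size does not account for the higher levels, as the lowest log2 ratio of the set under the 4 other library sizes was 1.5154. Rows with 0 reads in DU occur in miR-196a alone, and with the counts of S5 Table the lowest log2 ratio of the set was 1.5147, with miR-196b at 9.0375 and 9.4789. A shared position in the Hox clusters remains a candidate explanation for the higher levels of these miRNAs in the posterior segments. A different mix of cells and differences between the preparation of the libraries were not tested, so with 1 library per segment the pattern cannot be told apart from them. novel_miR_95, which the paper lists as unannotated, differs from bta-miR-196a by C11T, counted from 1 at the 5' end of bta-miR-196a, and rose in the same direction, by 3.2234 and 3.453. The list and the predictions for the shared position and for the counts of S5 Table were written after values of the set had been seen, that for the library size before.

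Of the 676 predicted entries, 36 contained the 12-nt word AATGAACTTTTT, with 533, 202, and 286 reads in the DU, CE, and CO libraries, and none of the known miRNAs did. Shuffling the letters within each sequence gave a word in as many rows in 0 of 1000 shuffles, with at most 3 rows, so composition alone does not explain it. Hairpins formed by inverted copies of a repeated sequence were the other explanation. Of 99 hairpin positions in S3 Table with the word, 55.5556% also carried 8 nt of its reverse complement, against 30.4% of 448 other positions (Fisher's exact test, p = 4.16e-06). The share of the other positions was above the limit of 25% set in the prediction, so the test as written did not favor this explanation, although the shares differed. Entries without the word can also carry 8 nt of its reverse complement, for example AAAAAGTTCGTTTGGGTTTTC. The other positions may thus hold related copies, and the limit cannot decide on this explanation. A repeated sequence remains a candidate source of these entries, and without a reference genome it could not be tested further. Both predictions were written before the tests.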
